# Comparison of stem/progenitor cell number and transcriptomic profile in the mammary tissue of dairy and beef breed heifers

**DOI:** 10.1007/s13353-014-0213-1

**Published:** 2014-04-20

**Authors:** Ewa Osińska, Zofia Wicik, Michał M. Godlewski, Karol Pawłowski, Alicja Majewska, Joanna Mucha, Małgorzata Gajewska, Tomasz Motyl

**Keywords:** Stem/progenitor cells, Transcriptomics, Mammary gland, Dairy and beef heifers

## Abstract

Bovine mammary stem cells (MaSC) are a source of ductal and lobulo-alveolar tissue during the development of the mammary gland and its remodeling in repeating lactation cycles. We hypothesize that the number of MaSC, their molecular properties, and interactions with their niche may be essential in order to determine the mammogenic potential in heifers. To verify this hypothesis, we compared the number of MaSC and the transcriptomic profile in the mammary tissue of 20-month-old, non-pregnant dairy (Holstein-Friesian, HF) and beef (Limousin, LM) heifers. For the identification and quantification of putative stem/progenitor cells in mammary tissue sections, scanning cytometry was used with a combination of MaSC molecular markers: stem cell antigen-1 (Sca-1) and fibronectin type III domain containing 3B (FNDC3B) protein. Cytometric analysis revealed a significantly higher number of Sca-1^pos^FNDC3B^pos^ cells in HF (2.94 ± 0.35 %) than in LM (1.72 ± 0.20 %) heifers. In HF heifers, a higher expression of intramammary hormones, growth factors, cytokines, chemokines, and transcription regulators was observed. The model of mammary microenvironment favorable for MaSC was associated with the regulation of genes involved in MaSC maintenance, self-renewal, proliferation, migration, differentiation, mammary tissue remodeling, angiogenesis, regulation of adipocyte differentiation, lipid metabolism, and steroid and insulin signaling. In conclusion, the mammogenic potential in postpubertal dairy heifers is facilitated by a higher number of MaSC and up-regulation of mammary auto- and paracrine factors representing the MaSC niche.

## Introduction

The bovine mammary gland is a unique organ with regard to its frequently repeating cycles of growth and involution throughout the life of an animal. Although the general processes controlling mammogenesis have been extensively studied, the knowledge on the role of stem cells and their renewal during mammary gland development is still insufficient. Mammary stem cells (MaSC) are defined as cells that can generate the ductal and lobular components of the mammary epithelial tree, complete with all the cell types of the mammary epithelium, as well as having the ability to self-renew (Stingl 2009). Stem cells allow the mammary epithelium to expand intensively during puberty and pregnancy, preparing the gland for milk production and secretion during lactation (Daniel and Smith 1999). To confirm the presence of MaSC, many in vitro and in vivo studies on rodents were conducted with the use of transplantation experiments, electron microscopy, functional techniques, flow cytometry, scanning cytometry, microarrays, and mammosphere cultures. Unfortunately, until now, a universal molecular stem cell marker for the identification of these cells has not been found. The most successful approach used to identify mouse MaSC has been based on a combination of surface markers: CD24 (heat-stable antigen), CD29 (*β*1 integrin), CD49f (*α*6 integrin), CD61 (*β*3 integrin), and Sca-1 (stem cell antigen-1) (Shackleton et al. 2006; Stingl et al. 2006; Han et al. 2006). In the mouse, CD24 is a pan-epithelial marker that functions as a crude epithelial–stromal discriminator (Sleeman et al. 2006; Stingl 2009). However, in the human mammary gland, CD24 is a luminal cell marker with a similar distribution to the luminal cell-specific glycoprotein MUC1. Thus, the most useful combination of molecular markers for isolating human MaSC comprised the epithelial cell adhesion molecule [EpCAM; also known as epithelial specific antigen (ESA) and CD326], CD49f, and, to a lesser degree, the luminal cell-specific glycoprotein MUC1 (Eirew et al. 2008; Villadsen et al. 2007). The cells expressing the above-mentioned markers were shown to form mammary repopulating units (MRU), which, when transplanted into cleared mammary fat pads of recipient mice, were able to repopulate the fat pad and recreate the structure of the mammary gland (Stingl et al. 2006; Eirew et al. 2008; Villadsen et al. 2007). Although a cleared fat pad technique was also described for ruminant species (Hovey et al. 1999), utilization of the technique has been very limited due to inherent differences between the composition of stroma in rodents and ruminants. Mouse stroma is composed mainly of adipocytes, whereas stromal tissue of the bovine mammary gland is fibrous (Sheffield 1988; Ellis et al. 2012). Furthermore, the global structure of the mammary gland differs significantly between rodents and ruminants. Murine mammary epithelium is a tree-like system of ducts terminated by numerous alveoli, whereas in ruminants, mammary alveoli and converging ducts form terminal duct lobular units (TDLU), which are gathered in a form of lobes.

In the attempt to define the bovine MaSC population, some promising results were obtained from the experiments based on the ability of these cells to retain the bromodeoxyuridine (BrdU) label for an extended period of time (Capuco 2007; Capuco et al. 2009). Stem cells were demonstrated to retain labeled DNA because of their selective segregation of template DNA strands during mitosis. These cells, described as label-retaining epithelial cells (LRECs), were detected immunohistochemically and quantified (Capuco 2007). The studies showed that the size of the bovine LREC population averaged 0.4 %, but could be doubled by xanthosine treatment, due to xanthosine-evoked suppression of the p53 function, which resulted in the promotion of asymmetric stem cell division (Capuco et al. 2009).

In a recently published study, Rauner and Barash (2012) utilized fluorescence-activated cell sorting (FACS) to distinguish and characterize four populations of cells within the bovine mammary gland on the basis of the expression of CD24 and CD49f surface markers. The authors have demonstrated that putative stem cells (puStm) were CD24^med^CD49f ^pos^, had basal localization, and preserved the ability to generate organized clones with duct-like cell alignment in culture. The populations of putative progenitors (puPgt: CD24^high^CD49f^neg^) and basal cells (CD24^neg^CD49f^pos^) were located downstream of puStm in the hierarchy, with puPgt having bi-potent characteristics, whereas the basal population complemented the puStm population to form the basal compartment. Finally, luminal cells (Lum) were CD24^med^CD49f^neg^ and complemented the puPtg cells in comprising the luminal compartment, and localized in the lower boundary of the luminal lineage.

Our group previously utilized stem cell antigen-1 (Sca-1) in the search for putative stem/progenitor cells in the bovine mammary gland (Motyl et al. 2011). The results demonstrated that bovine mammary epithelial cells expressing Sca-1 comprised about 2 % of the total cell number in the mammary tissue. Sca-1^pos^ cells were ERα-negative, indicating a possibility that Sca-1^pos^ cells form a population which localizes in the mammary stem/progenitor niches, and is important for the renewal of the bovine mammary gland during development and tissue regeneration. Transcriptomic analysis of the Sca-1^pos^ cell population in comparison with Sca-1^neg^ cells showed that the differentially expressed genes were involved in biological processes, such as signal transduction, development, protein metabolism and protein modifications, cell structure, motility, immunity, and defense (Motyl et al. 2011).

It is very likely that the number and unique morphological and molecular features of stem cells predispose the mammary gland to a certain type and dynamics of growth. Probably, numerous signals from the extracellular matrix (ECM) also affect the pattern of growth of the mammary gland. In fact, local tissue microenvironment composed of progenitor cells, basement membrane, ECM, stromal cells, and soluble factors, such as hormones and growth factors, create a functional signaling niche that directs cellular activity via direct contact or paracrine signaling (Bussard and Smith 2011). Thus, the number of stem cells, as well as the composition of the microenvironment, may determine the rate of development of the mammary gland. It is generally accepted that the intensity of proliferation and the productivity of the mammary gland in beef breeds and dairy breeds differs significantly (Keys et al. 1989; Akers et al. 2006). Up to now, no research has been carried out showing the relationship between the bovine mammary stem/progenitor cell number and interbreed differences in the intensity of mammary tissue outgrowth and development. The present study was undertaken to fulfill this gap by the quantification of stem/progenitor cells in the mammary tissue of non-pregnant 20-month-old Holstein-Friesian (HF) heifers—a typical dairy breed—and Limousin (LM) heifers—a typical beef breed. Moreover, a comparison of transcriptomic profiles of mammary tissue was performed in order to identify genes which could facilitate the formation of favorable tissue environment for self-renewal and differentiation of stem/progenitor cells. It seems essential to determine how the number of stem/progenitor cells and the influence of intramammary auto- and paracrine factors may impact growth, morphology, and productivity of the mammary gland of cattle with different phenotypes. Exploration of these issues may allow the use of the specific features of stem cells to control the development of the mammary gland, leading to a higher productivity of dairy cows, shortening the recovery time of the gland, controlling its defense mechanisms, and maybe even manipulating the milk composition.

## Materials and methods

### Tissue sampling

Mammary tissue was obtained at a slaughterhouse from the udders of individual 20-month-old non-pregnant HF heifers (*n* = 10) and LM heifers (*n* = 10), free of clinical signs of mastitis. Udders were removed and mammary tissue was excised from the well-distinguished parenchymal region near the border with the mammary stroma. The samples were collected and immediately fixed, using different procedures, for scanning cytometry and microarray assay.

### Immunofluorescent staining of tissue sections for scanning cytometry

For immunofluorescent staining, samples were fixed in 4 % phosphate-buffered formalin and, after 48 h, stored in 70 % ethanol (POCH S.A., Gliwice, Poland) until further processing. Tissues were dehydrated and paraffin-embedded, according to standard histological technique. The paraffin blocks were cut into sections (5 μm), which were mounted on silanized microscope slides. Next, slides were deparaffined in xylene and hydrated in a graded series of ethanol to phosphate-buffered saline (PBS). For antigen retrieval, tissue sections were heated in a microwave (650 W) in 400 ml of 10 mM citrate buffer (ph 6.0), according to Capuco (2007). Next, they were rinsed with PBS.

For scanning cytometry, tissue sections were labeled with fibronectin type III domain containing 3B (FNDC3B) rabbit polyclonal antibody (Santa Cruz Biotechnology), followed by incubation with secondary anti-rabbit Alexa Fluor 647-conjugated antibody (Life Technologies, USA), and with mouse anti-Sca-1-FITC-conjugated antibody (BD Pharmingen, USA). Nuclei were counterstained with Hoechst 33342. Scanning cytometry analysis was performed using an Olympus Scan^R screening station (Olympus Polska, Sp. z o. o., Warsaw, Poland), and combined analysis software (SCAN^R Analysis version 1.3.03). The results were statistically evaluated using Microsoft Excel 2003 software (Microsoft Corporation, Redmond, WA, USA) to calculate the mean number of Sca-1^pos^FNDC3B^pos^ cells ± standard deviation (SD). Statistical significance was calculated by one-way analysis of variance (ANOVA) comparing the number of Sca-1^pos^FNDC3B^pos^ cells in mammary tissue samples from LM and HF heifers (GraphPad Prism software version 5.00). A *p*-value ≤ 0.05 was regarded as significant.

### Microarray analysis

For microarrays, mammary tissue samples were snap-frozen in RNAlater (Sigma Aldrich, Poland) and stored at −80 °C. The total RNA was isolated from 50 mg of each tissue sample using a Total RNA kit (A&A Biotechnology, Poland), according to the manufacturer’s protocol. Isolated RNA samples were dissolved in RNase-free water. The quantity of RNA was measured using NanoDrop (NanoDrop Technologies, USA). Next, RNA samples were treated with DNase-I to eliminate the possibility of DNA contamination, and subsequently purified using the RNeasy MinElute Cleanup Kit (Qiagen, Germany). Finally, RNA was analyzed using a BioAnalyzer (Agilent, USA) to measure the final RNA quality and integrity. Samples with RIN between 7 and 8.5 were used for further analysis. Amplification and labeling of target RNA was done using the Quick Amp Labeling Kit (Agilent, USA) in order to generate complementary RNA (cRNA) for oligo microarrays used in gene expression profiling and other downstream analyses. Prior the labeling procedure, equal amounts of RNA (500 ng) from each mammary tissue were pooled (HF pool from 10 samples and LM pool from 10 samples). We chose to use the pooling of RNA because the number of animals in each compared group was relatively small (*n* = 10) and this method allowed us to decrease the variability between animals within a group (HF and LM). The gene expression of the HF heifers was compared against the gene expression of the LM heifers’ mammary tissue. Samples were examined in four repetitions (two dye-swaps to eliminate the effect of label factor). Taking the average of all labeled arrays, the dye effect on any particular gene was cancelled. The hybridization was performed with bovine-specific gene expression Agilent microarrays (4x44K format, no. of probes = 43603) using the Gene Expression Hybridization Kit (Agilent, USA), according to the manufacturer’s protocol. The results obtained constitute only a comparison of the “average” expression in one group versus another (HF vs. LM heifers). Although the design used in the analysis was based on four technical repetitions of the two pooled samples, the results obtained were used only for direct comparison, and were not correlated with any individual data, thus, they are acceptable from the methodological point of view (Kendziorski et al. 2003).

### Signal detection, quantification, and analysis

Acquisition and analysis of hybridization intensities were performed using a DNA microarray scanner (Agilent, USA). Then, the results were extracted using Agilent’s Feature Extraction Software with normalization and robust statistical analyses. Analysis of datasets was performed using GeneSpring software (Agilent, USA). Raw data were preprocessed to remove variability across and within array samples. To minimize non-biological variability across arrays, raw data were first log2 transformed. All data were filtered by flags present in all samples. The unpaired *t*-test with Benjamin–Hochberg false discovery rate (FDR) <5 % correction was applied (with *p*-value cut-off ≤0.05). For further analysis, we chose genes with significant changes in expressions of over 1.3-fold change. The area of the analyses covered in this publication has been deposited in the NCBI’s Gene Expression Omnibus and is accessible via GEO Series accession number GSE47816.

Gene functions were identified using the Gene Ontology (GO) annotation of genes in the Functional Annotation Chart, available through the online Database for Annotation, Visualization and Integrated Discovery (DAVID). DAVID was used to analyze gene sets significantly differing in expression between the mammary glands of HF and LM heifers. Analysis of signaling pathways was carried out using Single Experiment Analysis (SEA) exact in GeneSpring (Agilent, USA). The significance of the association between the dataset and the GO terms were measured using the ratio of the number of genes from the dataset that map to the pathway divided by the total number of genes in the test. A threshold of *p*-value ≤ 0.05 was used to indicate biological processes, molecular functions, and signaling pathways that are significantly represented by genes in an annotated gene list. To interpret the results, genes’ functions and interactions were analyzed based on the literature, and genes’ interactions networks were developed using Pathway Studio software (Ariadne Genomics, Inc.).

## Results

### Identification and quantification of mammary stem/progenitor cells

To identify putative mammary stem/progenitor cells, we applied double labeling with previously used anti-Sca-1-FITC-conjugated antibody (Motyl et al. 2011) and antibody against FNDC3B, which is considered a putative marker of mammary stem/progenitor cells. Previous studies have shown that FNDC3B can be used as a potential marker of LREC in the bovine mammary gland (Choudhary and Capuco 2012). Cytometric analysis of the number of cells expressing both FNDC3B and Sca-1 antigens revealed their significantly higher value in HF (2.94 ± 0.35 %) than in LM (1.72 ± 0.20 %) heifers. Their undifferentiated status was confirmed by the lack of ERα expression (data unpublished).

### Transcriptomic profiles of the mammary tissue of dairy and beef breed heifers

The transcriptomic background of a higher mammogenic potential in HF heifers was investigated by comparing the differences between gene expression profiles in the mammary tissue of HF and LM heifers. 

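Mammary tissue was compared as pooled RNA on 4 two-colour arrays, each carrying 1 pool from 10 HF heifers against 1 pool from 10 LM heifers aged 20 months. On arrays 1 and 2 the HF pool was labelled with Cy5 and the LM pool with Cy3, and on arrays 3 and 4 the dyes were exchanged. All 4 arrays lay on 1 slide and were read in 1 scan. The 4 arrays are technical repeats of the same pair of pools, so each SD given for them covers labelling and hybridisation only. With 1 pool per breed the biological n is 1, and no test of the breeds against the variation between heifers was possible. The authors deposited the scanner output of Feature Extraction 10.10.1.1, which holds background-subtracted and dye-normalized intensities without a log and the log10 ratio of Cy5 over Cy3. They also deposited log2 ratios of the HF over the LM pool for 3938 gene probes and 8 controls. From the intensities, the log2 ratio of the HF over the LM pool was computed for each probe and array, and limma with a dye term and Benjamini-Hochberg adjustment was applied. Of the 43653 probes that are not controls, 33308 to 34643 per array were well above background in both pools. The median signal over the local background ran from 2.705 to 5.76 in the HF pool and from 3.38 to 8.12 in the LM pool, with the higher values of each pool on the arrays where it carried Cy5. The test covered the 32360 probes that were well above background in both pools on all 4 arrays and had no outlier spot. Across these probes, which are not independent replicates, the log2 ratios of arrays 1 and 2 had a Pearson's r of 0.929 and a Spearman's rho of 0.889. For arrays 1 and 3 these were 0.543 and 0.356, the lowest among the 6 pairs of arrays. The ratios are relative to the bulk of the probes. The 10 spike-in control probes were shifted toward the HF pool by 0.82 on the log2 scale (SD over the probes 0.08), and centring on them, an alternative chosen after seeing the values, lowers each log2 ratio by that amount.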

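By limma with Benjamini-Hochberg adjustment, at the adjusted p and the fold that the methods give, 8684 probes differed between the HF and the LM pool, 4330 of them higher and 4354 lower in HF heifers. They carried 6370 different gene names, of which 4719 were gene symbols. At an unadjusted p within the same limit, 8959 probes passed together with the fold. Among the alternatives set in advance, a fold of at least 2 in place of 1.3 moved the count most, to 1098 probes. Centring on the spike-in controls, chosen after seeing the values, gave 29115 probes, 364 higher and 28751 lower. At the fold of 1.3, arrays 1 and 3 alone gave 1425 probes, and leaving out array 1 gave 5158. Past 1.3-fold in one direction on each of the 4 arrays were 3572 probes, 1669 higher and 1903 lower in HF heifers, and 5401 when array 3 was left out. As a control, the log2 ratios of Cy5 over Cy3 were contrasted between arrays in ways that hold both dye orientations on each side. Read as ratios of the HF over the LM pool, the groupings named next change places, because the dyes were exchanged on arrays 3 and 4. Arrays 1 and 3 against arrays 2 and 4 gave 0 probes by limma, with 67 probes at the fold and an unadjusted p within the limit. The contrast of arrays 1 and 4 against arrays 2 and 3 gave 22 probes, with 150 before adjustment, and limma was the only tool run on both contrasts.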

Fold change analysis followed by Student’s *t*-test and Benjamini–Hochberg FDR correction (*p*-value ≤ 0.05) identified 3,153 probes representing 1,987 genes that were significantly altered by at least 1.3-fold between the two examined breeds. The classification of genes according to their molecular function revealed four major groups of up-regulated genes in HF heifers: transcription regulator activity (53 genes), cytokine activity (17 genes), growth factor activity (12 genes), and chemokine activity (9 genes). 

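Table 1 has 34 entries, all with a higher expression in HF heifers. For 30 of them a probe of the gene was well above background in both pools on every array, and where an entry had several, as 21 did, the one with the highest signal among those with the listed accession was taken. Of these 30, 26 were higher in HF heifers by at least 1.3-fold and were called by limma with Benjamini-Hochberg adjustment. Of the others, CSF1, FGF2 and NRG1 were higher by less than 1.3-fold. OSGIN1 had the smallest called log2 ratio, 0.40 (SD 0.09), and fell under the fold without array 1, which left 25 entries. For NTS and for CXCR2, a probe with the listed accession was well above background in the HF pool on all 4 arrays but in the LM pool on at most 3. Another probe under the name of CXCR2 was above background throughout, with a log2 ratio of 0.63. No probe was found for WISP3 by name or accession. The number of entries at 1.3-fold in the stated direction was 32 with the log2 ratios the authors deposited, 23 with another background correction and loess normalization, and 10 with centring on the spike-in controls, chosen after seeing the values. The deposited table holds only probes selected for a change, so the 32 is not independent evidence. Counted by gene name, with the probe of highest signal under that name, 26 of 29 measured genes were called higher, CSF1 and CXCR2 among them, and 26 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples.

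**Figure D1:**
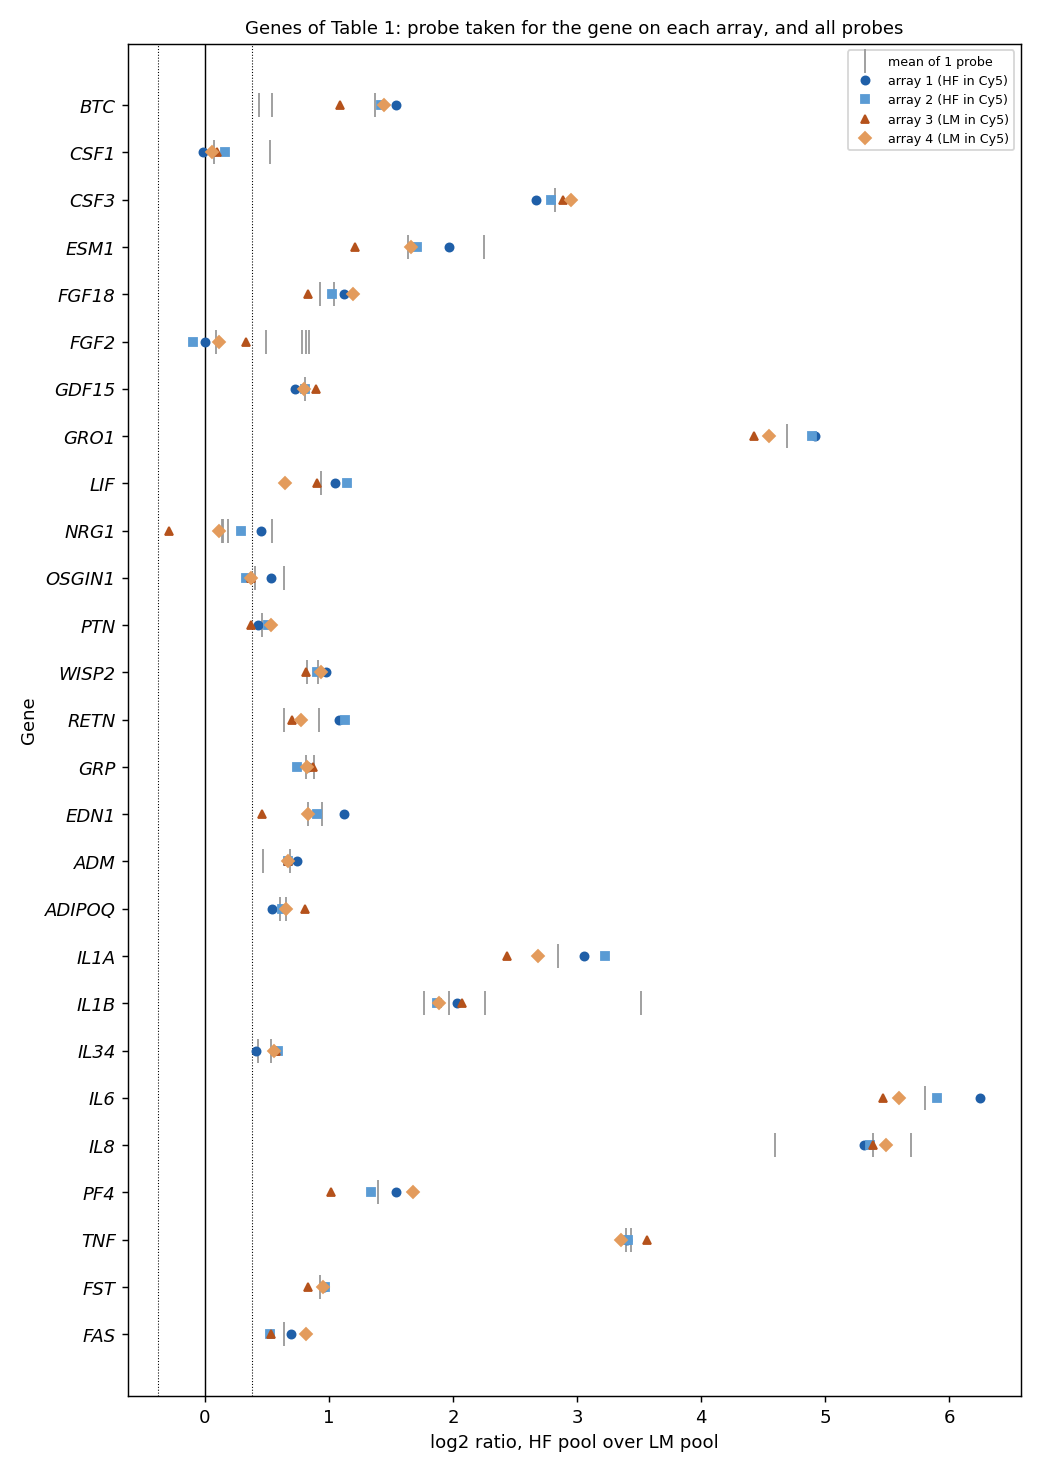
Log2 ratio of the HF over the LM pool (x axis) for genes of Table 1 (y axis). Symbols give the 4 arrays for the probe with the highest signal among those with the listed accession, grey bars the mean of each probe of the gene, and dotted lines 1.3-fold. The log2 ratios of IL6, IL8 and GRO1 lie above 4 on all 4 arrays, while those of CSF1, FGF2 and NRG1 lie near 0.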

Among genes with significant changes in expression, we selected those representing tissue hormones, growth factors, and cytokines, which expression was linked with the function of the mammary gland (Table 1). Special attention was focused on the expression of genes whose products could affect mammary stem/progenitor cells (Table 2). Among them were genes involved in cell maintenance, stem cell renewal, and stem cell development.

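Of the 30 entries in Table 2, 29 had a probe well above background in both pools on every array, and 27 had several probes. Taking the probe with the highest signal among those with the listed accession, 21 entries were changed in the stated direction by at least 1.3-fold, and limma with Benjamini-Hochberg adjustment called each of them. They were 12 of the 16 measured entries with a higher and 9 of the 13 with a lower expression in HF heifers. FGF2, LRP5 and MLL5 were changed in the stated direction by less, and LRP5 passed the fold when array 4 was left out (−1.31-fold). Entries with the opposite direction included HOXB4, TCF7L1, FGFR2 and STAT5A. The number of entries in the stated direction was 30 with the log2 ratios the authors deposited, a table of only those probes that were selected for a change, and 17 with another background correction and loess normalization. Among the genes of the table, 22 of 29 were called in either direction, and 22 when adjusted over the list alone, which again is not independent evidence. The largest decreases were those of NEUROD1, with a log2 ratio of −3.08 (SD 0.14), E2F1 (−1.34, SD 0.30), ASCL2 (−1.23, SD 0.05) and EZH2 (−1.03, SD 0.28). All 6 probes of EZH2 were lower in HF heifers, whereas the other 2 probes of E2F1 had −0.037 and −0.0014 and were not called. The other probe of NEUROD1 was well above background in neither pool on any array, so its decrease rests on 1 probe.

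**Figure D2:**
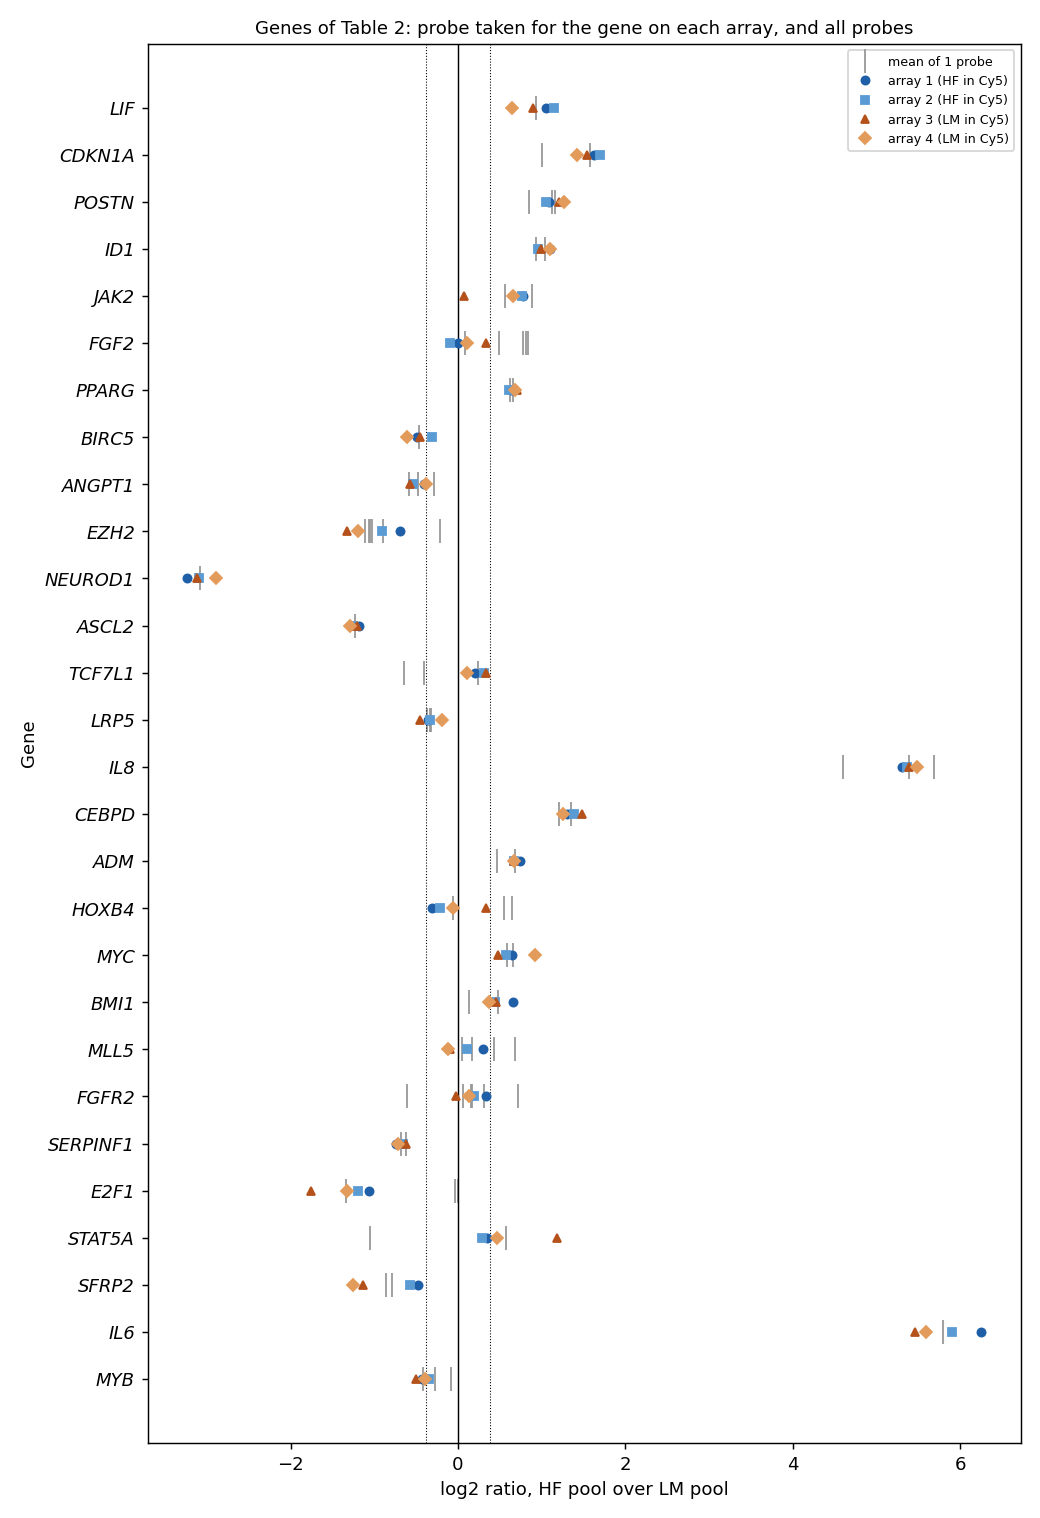
Log2 ratio of the HF over the LM pool (x axis) for genes of Table 2 (y axis). Symbols give the 4 arrays for the probe with the highest signal among those with the listed accession, grey bars the mean of each probe of the gene, and dotted lines 1.3-fold. For TCF7L1, FGFR2 and STAT5A the probes of 1 gene lie on both sides of 0.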

**Table 1:** Main growth factors, hormones, and cytokines up-regulated in the mammary tissue of Holstein-Friesian (HF) in comparison with Limousin (LM) heifers. Gene Ontology (GO) analysis was performed for genes that significantly expressed over a 1.3-fold change absolute (*FC*) with false discovery rate (FDR) corrected *p*-value cut-off ≤0.05

Gene symbol	Description	FC	*p*-Value	Possible function in the mammary gland
BTC	betacellulin [NM_173896]	2.6	0.024	EGF family member; promotion of growth and differentiation
CSF1	colony-stimulating factor 1 (macrophage) [Source:RefSeq peptide;Acc:NP_776451] [ENSBTAT00000000353]	1.4	0.011	Mammary gland development during pregnancy and lactation
CSF2	colony-stimulating factor 2 (granulocyte-macrophage) [NM_174027]	2.9	0.046	Control of proliferation, differentiation, and function of granulocytes and macrophages
CSF3	colony-stimulating factor 3 (granulocyte) [NM_174028]	7.1	0.008	Control of proliferation, differentiation, and function of granulocytes and macrophages
ESM1	endothelial cell-specific molecule 1 [NM_001098101]	4.8	0.026	Inhibition of leukocyte adhesion and migration through the endothelium
FGF18	fibroblast growth factor 18 [NM_001076007]	2.1	0.025	Promotion of proliferation, differentiation, and matrix production
FGF2	fibroblast growth factor 2 (basic) [NM_174056]	1.8	0.021	Stimulation of ductal outgrowth and differentiation; regulation of mammary stem/progenitor cells
GDF15	PREDICTED: growth/differentiation factor 15-like [XM_871003]	1.7	0.013	Regulation of growth and differentiation; anti-inflammatory effect
GRO1	chemokine (C-X-C motif) ligand 2 [NM_175700]	25.9	0.009	Expressed in macrophages; role in inflammatory response
LIF	leukemia inhibitory factor (cholinergic differentiation factor) [NM_173931]	12.7	0.011	STAT3-dependent self-renewal of stem cells and maintenance in their undifferentiated state; initiation of apoptosis; promotes long-term maintenance of embryonic stem cells by suppressing spontaneous differentiation
NGF	nerve growth factor (beta polypeptide) [NM_001099362]	2.1	0.049	Development of nerve fibers; mitogenic in breast cancer cells
NRG1	neuregulin 1 [NM_174128]	1.5	0.006	Stimulation of branching morphogenesis, lobulo-alveolar budding, and production of milk proteins
OSGIN1	oxidative stress induced growth inhibitor 1 [NM_001077129]	1.6	0.043	Regulation of proliferation differentiation of MECs; regulation of apoptosis
PTN	pleiotrophin [NM_173955]	1.4	0.027	Growth, migration, and invasion of MECs; inhibition of expression and differentiation of progenitor cells; inhibition of ductal branching and outgrowth
WISP2	WNT1 inducible signaling pathway protein 2 [NM_001102176]	1.9	0.011	Estrogen-dependent cell growth and differentiation regulator
WISP2	cDNA clone MGC:159680 IMAGE:8111916 [BC151629]	1.8	0.021	Estrogen-dependent cell growth and differentiation regulator
WISP3	PREDICTED: hypothetical LOC784564 [XM_001252834]	1.7	0.036	Inhibition of growth and angiogenesis in breast cancer; modulation of IGF signaling
RETN	resistin [NM_183362]	1.6	0.028	Inhibition of adipocyte differentiation; control of insulin-dependent glucose uptake in MECs
NTS	neurotensin [NM_173945]	3.1	0.021	Synaptic transmission In peptidergic nerve fibers; anti-apoptotic effect
GRP	gastrin-releasing peptide [NM_001101239]	1.8	0.011	Proliferation, differentiation, and hypertrophy of the mammary gland
EDN1	endothelin 1 (EDN1) [NM_181010]	1.9	0.026	Cell differentiation, proliferation, and migration; activation of anti-apoptotic signals; stimulation of angiogenesis
ADM	adrenomedullin [NM_173888]	1.6	0.009	Tissue survival; modulator of inflammatory processes, blood circulation, and vasoconstriction
ADIPOQ	adiponectin, C1Q, and collagen domain containing [NM_174742]	1.6	0.029	Complement activation; carbohydrate transport; signal transduction; cell adhesion; gluconeogenesis; fatty acid beta-oxidation; signal transduction; cell adhesion; cellular component morphogenesis; mesoderm development; skeletal system development; response to stimulus; gonadotropin-releasing hormone receptor pathway
ADIPOQ	adiponectin precursor (adipocyte, C1q, and collagen domain-containing protein) [source:UniProtKB/Swiss-Prot;Acc:Q3Y5Z3] [ENSBTAT00000026395]	1.5	0.038	Complement activation; carbohydrate transport; signal transduction; cell adhesion; gluconeogenesis; fatty acid beta-oxidation; signal transduction; cell adhesion; cellular component morphogenesis; mesoderm development; skeletal system development; response to stimulus; gonadotropin-releasing hormone receptor pathway
IL1A	interleukin 1, alpha [NM_174092]	7.2	0.021	Proinflammatory mediator
IL1B	interleukin 1, beta [NM_174093]	11.4	0.008	Proinflammatory mediator
IL34	interleukin 34 [NM_001100324]	1.4	0.026	Immune response: promotion of monocyte survival; differentiation of monocytes into immunosuppressive macrophages
IL6	interleukin 6 (interferon, beta 2) [NM_173923]	55.7	0.010	STAT3-dependent regulation of stem cells; apoptosis induction, triggering malignant features in mammospheres from stem cells; promotes breast cancer cell growth
IL8	interleukin 8 [NM_173925]	51.6	0.005	Early inflammatory response; local immune response; macrophage activation; promoter of angiogenesis
PF4	platelet factor 4 [NM_001101062]	2.6	0.037	Positive regulation of gene expression; stimulation of TNF production; regulation of angiogenesis; platelet activation; blond coagulation; immune response
TNF	tumor necrosis factor [NM_173966]	10.5	0.005	Multifunctional role In the regulation of growth and development: stimulation of ductal and lobular morphogenesis, stimulation of proliferation, differentiation (in the presence of EGF and lactogenic factors), inhibits casein gene expression; mobilization of innate and acquired immunity
FST	follistatin [NM_175801]	1.9	0.011	Regulation of bovine mammary branching morphogenesis and MEC differentiation; regulation of renewal and development of stem/progenitor cells
FAS	Fas (TNF receptor superfamily, member 6) [NM_174662]	1.6	0.040	Remodeling of mammary tissue; cell cycle; signal transduction
CXCR2	interleukin 8 receptor, beta [NM_174360]	20.2	0.017	Immune response; mammary stem cells migration

**Table 2:** Genes involved in the regulation of stem/progenitor cells in the mammary tissue of HF in comparison with LM heifers. GO analysis was performed for genes that significantly expressed over a 1.3-fold change absolute (*FC*) with threshold FDR corrected *p*-value cut-off ≤0.05

Gene symbol	Description	FC	*p*-Value	Possible function in the mammary gland
Stem cells maintenance				
LIF	leukemia inhibitory factor (cholinergic differentiation factor) [NM_173931]	12.7	0.011	Promotes long-term maintenance of embryonic stem cells by suppressing spontaneous differentiation
CDKN1A	cyclin-dependent kinase inhibitor 1A (p21, Cip1) [NM_001098958]	3.0	0.011	Human embryonic stem cells (hESCs) commonly describe the non-functional p53-p21 axis of the G1/S checkpoint pathway with subsequent relevance for cell cycle regulation and the DNA damage response (DDR)
POSTN	periostin, osteoblast-specific factor [NM_001040479]	2.2	0.013	Increase cancer stem cell maintenance, and blocking its function prevents metastasis; increases wnt signaling in cancer stem cells.
ID1	inhibitor of DNA binding 1, dominant negative helix-loop-helix protein [NM_001097568]	2.1	0.011	Increase cell motility, decrease stem cell maintenance
JAK2	O19064_PIG (O19064) JAK2, partial (47 %) [TC366796]	1.9	0.026	Regulates lactation and alveologenesis
FGF2	fibroblast growth factor 2 (basic) [NM_174056]	1.8	0.021	Promote differentiation of stem cells to mesodermal lineages; expressed in basal and luminal mammary epithelial cells
PPARG	peroxisome proliferator-activated receptor gamma [NM_181024]	1.6	0.011	Induces the proliferation of mammary cancer stem cells; therapeutic target in triple-negative breast cancers; increases asymmetric cell division (HSCs)
BIRC5	baculoviral IAP repeat containing 5 [NM_001001855]	−1.4	0.049	Regulator of Wnt target genes; gene expression is high during fetal development and in most tumors, yet low in adult tissues
ANGPT1	angiopoietin 1 [NM_001076797]	−1.4	0.036	Mediates reciprocal interactions between the endothelium and surrounding matrix and mesenchyme; inhibits endothelial permeability; blood vessel maturation and stability
EZH2	enhancer of zeste homolog 2 [NM_001193024]	−2.2	0.011	Overexpression in stem cell self-renewal; breast cancer progression
NEUROD1	neurogenic differentiation 1 [NM_001103288]	−8.5	0.008	Regulates expression of the insulin gene; chemosensitivity marker in estrogen receptor-negative breast cancer
ASCL2	achaete-scute complex homolog 2 [NM_001040607]	−2.4	0.007	Basic helix-loop-helix (bhlh) transcription factor, controls the fate of intestinal stem cells
TCF7L1	PREDICTED: transcription factor 7-like 1 (T-cell specific, HMG-box) [XM_593301]	−1.3	0.039	Activated by beta catenin, mediates the Wnt signaling pathway and is antagonized by the transforming growth factor beta signaling pathway; terminal differentiation of epidermal cells
LRP5	Low-density lipoprotein receptor-related protein 5 fragment [Source:UniProtKB/TrEMBL;Acc:Q1MW21] [ENSBTAT00000007756]	−2.4	0.044	The Wnt signaling receptor required for canonical Wnt activity; enriches stem cell activity; decreases expression of senescence-associated markers
Stem cells renewal				
IL8	interleukin 8 [NM_173925]	51.6	0.005	Chemokine produced by macrophages and other cell types, such as epithelial cells; synthetized by endothelial cells, which store IL-8 in their storage vesicles; potent promoter of angiogenesis; increases the formation of primary and secondary mammospheres
CEBPD	CCAAT/enhancer binding protein (C/EBP), delta [NM_174267]	2.6	0.011	bZIP transcription; immune and inflammatory responses; activation and/or differentiation of macrophages; regulates adipocyte differentiation
ADM	adrenomedullin [NM_173888]	1.6	0.009	Growth and cell fate regulatory factor for adult neural stem and progenitor cells; regulates the proliferation rate and the differentiation into neurons, astrocytes, and oligodendrocytes of stem/progenitor cells through the PI3K/Akt pathway; stimulates vasodilation and angiogenesis
HOXB4	homeobox B4 [NM_001078114]	1.6	0.010	Activates Myc and down-regulates in TNF-α and FGF signaling; stimulator of stem cells self-renewal
MYC	v-myc myelocytomatosis viral oncogene homolog (avian) [NM_001046074]	1.5	0.036	Increase stem cells self-renewal
BMI1	BMI1 polycomb ring finger oncogene (BMI1) [NM_001038072]	1.4	0.049	Regulates stem cells proliferation and differentiation of committed cells in mammary epithelium
MLL5	myeloid/lymphoid or mixed-lineage leukemia 5 (trithorax homolog, Drosophila) [NM_001082451]	1.3	0.033	Cell cycle progression; key regulator of hematopoiesis involved in terminal myeloid differentiation and in the regulation of hematopoietic stem cell (HSCs); stem cells self-renewal
FGFR2	*B. taurus* mRNA for FGF-receptor [Z68150]	−1.5	0.033	Promotes breast tumorigenicity through maintenance of breast tumor-initiating cells; potent mitogenic activity for a wide variety of epithelial cells; paracrine mediator of normal epithelial cell proliferation
SERPINF1	serpin peptidase inhibitor, clade F (alpha-2 antiplasmin, pigment epithelium derived factor), member 1 [NM_174140]	−1.6	0.012	Strongly inhibits angiogenesis
E2F1	PREDICTED: E2F transcription factor 1 [XM_615437]	−2.5	0.042	Transcription factor that regulates the expression of target genes whose products participate in DNA replication, mitotic check point, mitosis, DNA damage checkpoints, and DNA repair; regulator of proliferation; critical role in cell-cycle progression and the induction of apoptosis in response to DNA damage
STAT5A	signal transducer and activator of transcription 5A [NM_001012673]	−2.1	0.017	Regulates mammary alveologenesis; necessary and sufficient for the establishment of luminal progenitor cells; activated by prolactin, growth hormone, and EGF
SFRP2	secreted frizzled-related protein 2 [NM_001034393]	−1.7	0.040	Modulates Wnt signaling in endothelial cells; induces angiogenesis; regulator for adipose tissue-derived stem cells; induce cellular resistance to apoptosis in mammary tumors
Stem cell development				
IL6	interleukin 6 (interferon, beta 2) [NM_173923]	55.7	0.010	Migration, negative regulation of fat cell differentiation, positive regulation of cell proliferation, insulin signaling; inhibits secretion of aldosterone; promotes breast cancer cell growth
TAC1	tachykinin, precursor 1 [NM_174193]	8.4	0.017	Encodes peptides that target: nerve receptors, immune cells, stem cells, hematopoietic cells, and smooth muscle cells; function in vasodilatory responses; expression occurs in breast cancer and is directly proportional to the aggressiveness of the prognostic factor in breast cancer
NGF	nerve growth factor (beta polypeptide) [NM_001099362]	2.1	0.049	Extracellular ligand for the NTRK1 and NGFR receptors; activates cellular signaling cascades through those receptor tyrosine kinase to regulate neuronal proliferation, differentiation, and survival; can be targeted in breast cancer to inhibit tumor cell proliferation, survival, and metastasis
MYB	v-myb myeloblastosis viral oncogene homolog (avian) [NM_175050]	−1.3	0.027	Controls the proliferation and differentiation of hematopoietic stem and progenitor cells

The analysis of signaling pathways, which differed significantly between HF and LM, and could have a greater impact on mammary gland development and milk production, was performed using the GeneSpring SEA functional pathway analysis tool. The greatest differences between HF and LM were observed in the case of genes that are associated with adipogenesis signaling (*p* = 0.00E + 00; 39 genes), autophagy (*p* = 8.52E −09; 24 genes), estrogen metabolism (*p* = 3.18e −06; 8 genes), cell cycle (*p* = 6.34e −06; 19 genes), apoptosis (*p* = 1.02e −05; 17 genes), insulin signaling (*p* = 4.64e −04; 22 genes), EGFR1 signaling pathway (*p* = 7.05e −04; 24 genes), and ID signaling pathway (*p* = 9.38E −03; 9 genes).

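Lists of genes of each pathway were compiled from general knowledge, and the gene lists of the pathway tool were not analysed here. For each list, the median log2 ratio of the HF over the LM pool was placed among 10000 random lists matched in signal. These percentiles rest on genes, which are not independent replicates. Such a median reads a net shift in 1 direction, here and for the pathways below. The paper's p-values concern how many changed genes map to a pathway, so the measures differ. A list with genes changed in both directions can lie mid-range. For scale, limma called 8684 of all 32360 tested probes, counted by probe rather than by gene. The 62 measured cell cycle genes had a median of −0.37 (SD of the 4 array medians 0.14), below all random lists, and 58 of them were lower in HF heifers. By limma with Benjamini-Hochberg adjustment, 31 cell cycle genes were called lower and 1 higher. The alternatives for this list ran from −0.41 to −0.26, the latter with another background correction and loess normalization. The 49 apoptosis genes had a median of 0.18 (SD 0.06, percentile 99.94), with 18 called higher and 2 lower. Autophagy genes, 44 in number, had a median of −0.06 (SD 0.04, percentile 12.1), with 2 called higher and 5 lower. The 16 genes of estrogen metabolism had a median of −0.01 (SD 0.23, percentile 49.2) and a mean of 0.12, with 6 called higher and 4 lower. The sign of this median was not stable, and on arrays 1 and 3 alone it was 0.19 (percentile 98.45). Insulin signaling, with 55 genes, had a median of 0.00 (SD 0.04, percentile 54.4), with 10 genes called in each direction. Adjusted over the list alone, the calls were the same in number for each of these 5 lists except autophagy, where 6 genes were called lower. The medians are relative to the bulk of the probes, and that of apoptosis turns negative under centring on the spike-in controls.

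**Figure D3:**
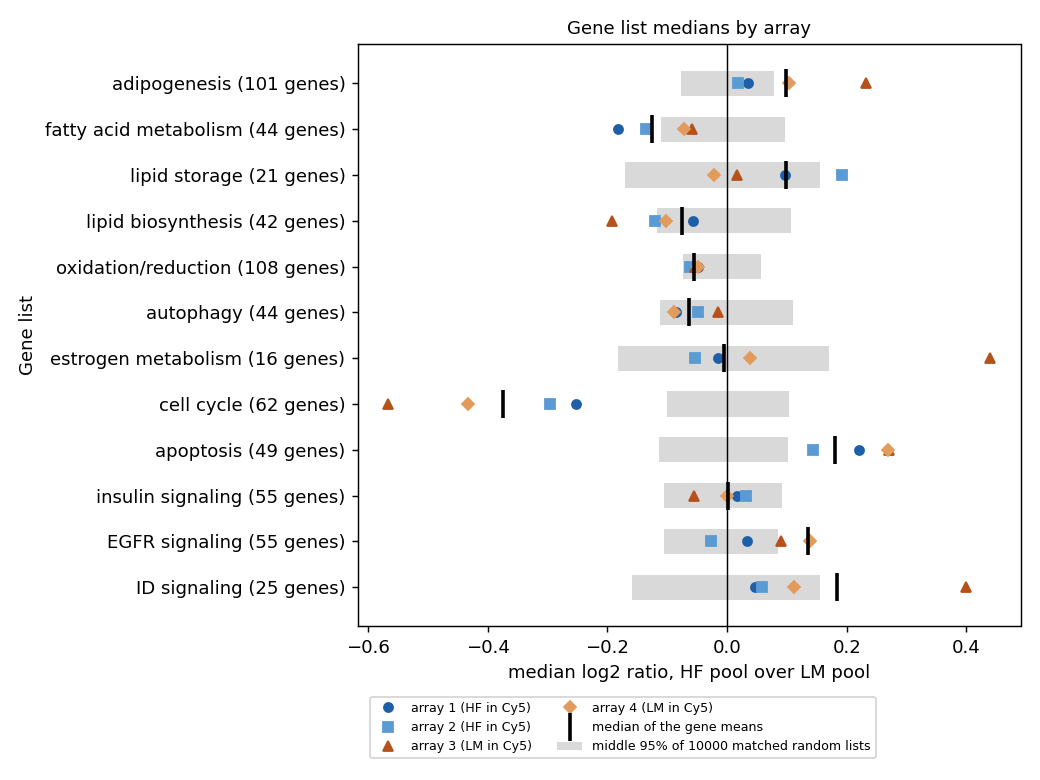
Median log2 ratio of the HF over the LM pool (x axis) of 12 gene lists (y axis), with a symbol for each array and a black bar for the median of the gene means. Grey boxes hold the middle 95% of 10000 random lists matched in signal. The cell cycle list lies below its box on all 4 arrays, and the apoptosis list above it, relative to the bulk of the probes.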

On the basis of the functions of genes presented in Tables 1 and 2, and the available literature, we were able to predict and discuss the role of the identified genes in the mechanisms controlling stem/progenitor cells function in outgrowth and development of the mammary tissue.

## Discussion

There is a great deal of evidence showing the importance of pubertal mammary development as a determinant of heifers’ milk yield potential. Mammary growth during puberty is affected by endocrine regulation, mainly ovarian and somatotropic axis hormones, as well as nutrition, including feeding level and specific nutrients (Sejrsen 1994). The results of the present study revealed that, apart from central endocrine and nutritional mechanisms controlling mammogenesis, the intra-mammary potential of the stem/progenitor cells population may influence better mammary tissue outgrowth and development in dairy heifers. 

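The 2 tables name 56 genes, of which 51 were measured in both pools on every array. Of the 38 measured genes listed with a higher expression in HF heifers, 32 were higher by at least 1.3-fold, and of the 13 listed with a lower expression, 9 were lower by that fold. Under stem cell maintenance, 6 of 7 listed increases and 5 of 7 listed decreases were found at this fold. Under stem cell renewal these were 5 of 7 increases and 3 of 5 decreases. CDKN1A (log2 ratio 1.57, SD 0.12) and POSTN (1.15, SD 0.10) were among the increases under maintenance, and CEBPD (1.36, SD 0.10) among those under renewal.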

We were able to show a higher number of stem/progenitor cells and up-regulation of genes involved in the formation of favorable niche for the maintenance, renewal, proliferation, and differentiation of stem/progenitor cells in HF than LM heifers (Tables 1 and 2). The higher number of stem/progenitor cells, as well as the elevated expression of genes involved in the growth and differentiation of the glandular tissue, can make the postpubertal development of mammary tissue more advanced, and the gland better prepared for pregnancy and lactation in HF heifers.

### Estimation of the mammary stem/progenitor cell number in different breed heifers

Many potential molecular markers have been investigated in search of a universal stem cell marker, or a set of markers that would allow assessment of the number of stem cells within the mammary gland. The approach used in the identification and isolation of MaSC from murine and human mammary glands was based on a combination of several surface markers: CD24, CD29 (*β*1 integrin), and CD49f (*α*6 integrin) (Stingl et al. 2006; Shackleton et al. 2006; Eirew et al. 2008). Recently, Rauner and Barash (2012) used FACS to determine the expression of CD24 and CD49f in mammary epithelial cells (MECs) isolated from the bovine mammary gland. On the basis of the expression levels of both surface markers, the authors distinguished four different subpopulations of bovine mammary epithelial cells, of which the putative stem cells population (puStm) was characterized by moderate levels of CD24 and high levels of CD49f (CD24^med^CD49f^high^). The measurement of aldehyde dehydrogenase (ALDH) activity in bovine MECs was also used as a marker, allowing for the separation of luminal and basal compartments, and it was shown that the basal compartment was enriched in stem cell-like activity (Martignani et al. 2010). Sca-1 belongs to the group of surface markers which have been linked with the stemness of cells (Welm et al. 2002; Deugnier et al. 2006). In our previous study (Motyl et al. 2011), we found that only a small percentage of cells (2.14 %) expressed Sca-1 in the mammary tissue of 2-year-old HF heifers. The Sca-1^pos^ cells did not express estrogen receptor, but showed up-regulation of genes characteristic for cells of hematopoietic origin. Since Sca-1 is expressed not only by epithelial stem/progenitor cells but also by non-differentiated cells of bone marrow origin, it cannot be used as a single marker, defining a stem cell population. Therefore, in the present study, we decided to use an additional stem/progenitor cell marker, FNDC3B, to determine the epithelial stem/progenitor cell population. FNDC3B has been recently identified by microarray analysis of LREC as a potential marker of bovine MaSC (Choudhary et al. 2010). FNDC3B-positive cells were demonstrated to have increased telomerase activity, which is a feature characteristic of stem and progenitor cells (Choudhary and Capuco 2012). Cells double-labeled with antibodies against Sca-1 and FNDC3B, which were conjugated with fluorescent dyes, were counted using scanning cytometry. It is a good method for stem/progenitor cell analysis, since it allows direct examination of the cells in the tissue, without interference of its structure. Scanning cytometry enables to relocate cells with a specific phenotype in a heterogeneous tissue structure (Godlewski et al. 2008). It also gives the possibility of imaging counted cells, which not only allows to assess the accuracy of allocating cells to specific gates, but also enables to compare gated cells between the samples. A comparison of cytograms from the mammary tissues of both examined breeds revealed a significantly higher number of Sca-1^pos^FNDC3B^pos^ cells in the glandular tissue of HF than in LM heifers. We assume that the difference in the number of these cells, which can constitute a putative population of stem/progenitor cells, can belong to the factors affecting the different ability of outgrowth and development of the mammary gland, and, as a consequence, may reflect the differences in milk production between dairy and beef breed cattle.

### Identification of genes potentially regulating mammary stem cell niche in the mammary gland of heifers

Transcriptomic analyses carried out as a part of this study identified a number of biological processes, molecular functions, and signaling pathways which may pose a dairy potential in HF heifers compared to LM heifers. The literature data show that the entire functional outgrowth of mammary epithelium may comprise the progeny from a single cell (Kordon and Smith 1998). In most tissues of adult organisms, microenvironments, also called niches, are present and serve as regions of stem cell activity (LaBarge et al. 2007). Niches protect the stem cells from their excessive expansion, regulate their activity, and keep them in maintenance by homeostasis caused by the surrounding tissues (Bussard and Smith 2011). All niche structures (basement membrane, extracellular matrix) and cells of the mammary gland (progenitor, myoepithelial, fibroblasts, adipocytes, and cells of the immune system) are maintained in a state of dynamic equilibrium by adjusting auto- and paracrine regulators, including growth factors, hormones, and cytokines activity (McCave et al. 2010). The dominance of the microenvironment over the stem cell’s autonomous phenotype has been demonstrated in several reports involving cells crossing lineage “boundaries” to regenerate “foreign” tissues (Booth et al. 2008). Some very interesting data were provided by Boulanger and coworkers (2007), who observed cooperation of cells isolated from the seminiferous tubules of the mature testis into the murine mammary fat pads, contributing robust numbers of epithelial progeny to normally growing mammary glands. The same group of researchers transplanted neuronal stem cells (NSCs) from WAP-Cre/Rosa26R mice together with wild-type mammary epithelial cells into epithelium-divested mammary fat pads of prepubertal female mice, and observed that NSCs interact with MECs on transplantation, and contributed mammary epithelial-specific progeny to normal mammary outgrowths (Booth et al. 2008). The complex interactions between mammary stem/progenitor cells, stromal cells, and other components of the glandular environment are still poorly understood. However, based on the results obtained in our microarray experiment, ontological analysis, genes interaction networks, and the available literature, we have proposed a model of the mammary gland niche controlling stem cells activity (Fig. 1). The microarray data contained a number of genes associated with the activity of the MaSC and HSCs (Table 1). We revealed changes in the expression of genes involved in the maintenance, differentiation, and renewal of stem cells (Table 2).

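Several genes of Table 2 gave different values with different probes. The probe of STAT5A with the highest signal had a log2 ratio of 0.57 (SD 0.42), with 1.19 on array 3 and 0.29 to 0.46 on the others. It was called as higher by limma with Benjamini-Hochberg adjustment, but fell under the fold without array 3 (1.29-fold). The other STAT5A probe above background in both pools on every array had −1.06. A further STAT5A probe was above background in the HF pool on 2 arrays and in the LM pool on 4. It had −1.08, from −1.30 to −0.76 over the arrays. For TCF7L1 the probe with the highest signal had 0.24 (SD 0.10), and the other probes above background had −0.41 and −0.64. The 6 probes of FGFR2 ran from −0.61 to 0.72, with 0.16 (SD 0.15) for the one with the highest signal. LRP5 had 3 probes above background, between −0.37 and −0.32, and a further probe that was above background in the HF pool on 0 arrays and in the LM pool on 1. All 3 probes of POSTN were higher in HF heifers, with 0.85 as the lowest log2 ratio.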

**Fig. 1:**
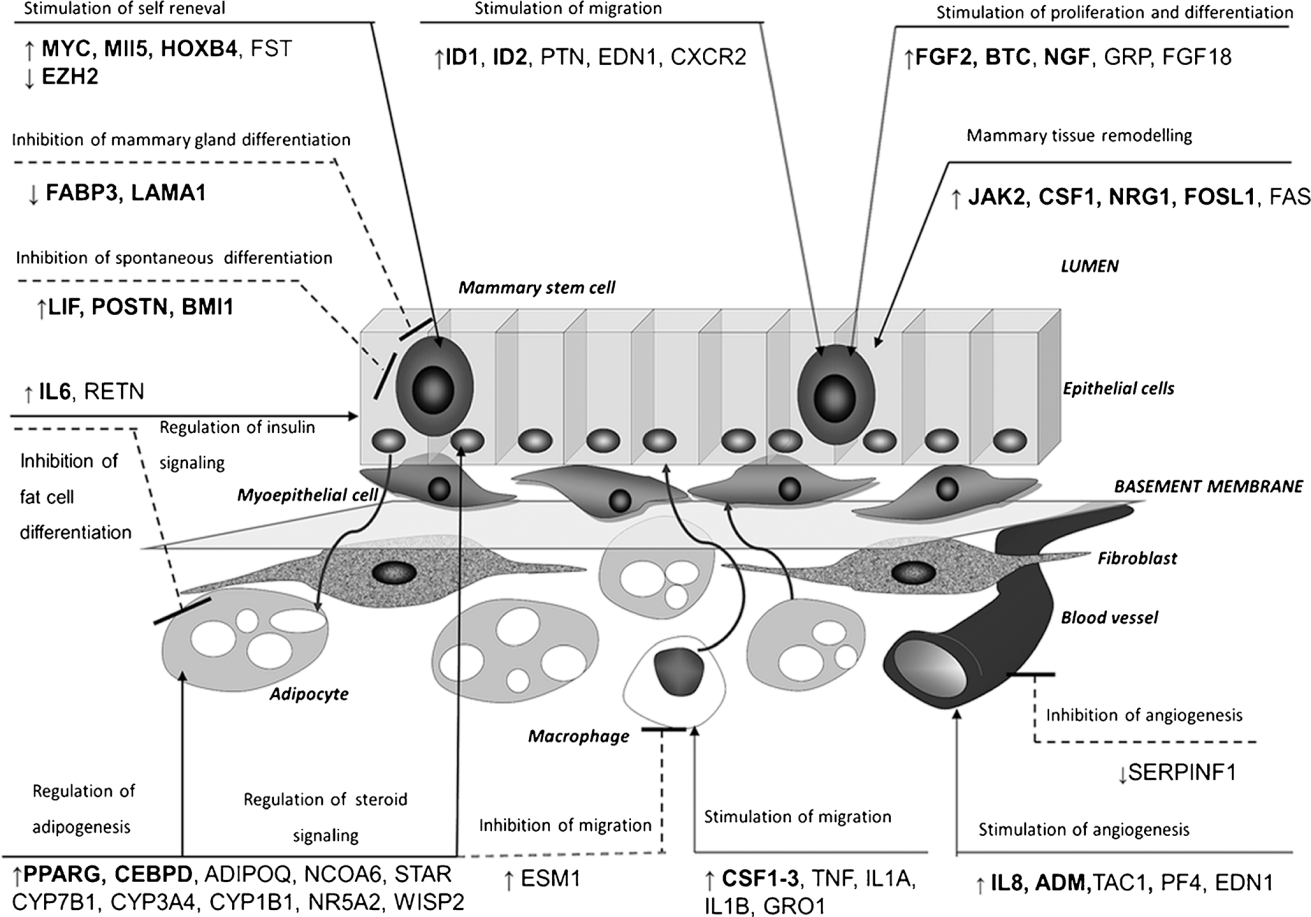
Proposed scheme of molecular regulation of the mammary stem cell microenvironment. The scheme illustrates specific dynamic regulations leading to increased potential of milk production. The stem cell niche in the mammary gland comprises mammary stem cells, as well as epithelial and myoepithelial cells, which are separated by basement membrane from adipocytes, fibroblasts, and blood vessels. The scheme was developed based on the comparison of transcriptomic profiles of mammary glands from Holstein-Friesian (HF) heifers and Limousin (LM) heifers. The names of genes regulating stem cell activity are shown in **bold**. The *arrows* indicate the direction of gene expression in dairy heifers in relation to beef heifers

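Several genes drawn in the scheme or named with it stand in neither table. The log2 ratio of the HF over the LM pool was 1.31 (SD 0.27) for CYP7B1, 1.32 (SD 0.22) for CYP3A4, 0.71 (SD 0.23) for NR5A2 and 0.47 (SD 0.06) for STAR, each called as higher by limma with Benjamini-Hochberg adjustment. NCOA6 was not called, with a log2 ratio of 0.08 (SD 0.21). CYP1B1 was well above background in the HF pool on all 4 arrays and in the LM pool on none. It was thus higher in HF heifers, with an approximate lower bound of 4.93-fold. From the transcriptomic comparison, together with gene interaction networks and the literature, the paper proposes a niche in the mammary gland of HF heifers whose hormones, growth factors and cytokines control the activity of stem cells.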

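With 1 value per gene name, 23 of the 29 measured genes of Table 1 were higher in HF heifers by at least 1.3-fold on each of the 4 arrays. The median log2 ratio of these 29 genes was 0.83 (SD of the 4 array medians 0.07), above all matched random lists. This position is not independent evidence, since the genes were selected on the same arrays. Among growth factors and tissue hormones, ESM1 had a log2 ratio of 1.64 (SD 0.31), FGF18 of 1.04 (SD 0.16), FST of 0.93 (SD 0.06) and PTN of 0.46 (SD 0.07). The log2 ratio of ESM1 was 2.25 with its other probe.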

The higher degree of development of the mammary gland in HF heifers was accompanied by the up-regulation of many genes representing factors related to stem cell maintenance and mammary tissue remodeling (Table 1). 

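JAK2 had a log2 ratio of the HF over the LM pool of 0.57 (SD 0.33) and was called as higher by limma with Benjamini-Hochberg adjustment (adjusted p = 0.012, standard error 0.11). It was higher in HF heifers on 4 of 4 arrays, with 0.07 on array 3 and 0.66 to 0.78 on the others, and its other probe had a mean of 0.89. FOSL1, on chromosome 29 from 44673305 to 44673364 in the array's bovine coordinates (UMD 3.1), had a log2 ratio of 4.05 (SD 0.34), with mean signals of 594 in the HF and 35.9 in the LM pool. CSF1 was not called by the probe above background that carries the listed accession, with 0.08 (SD 0.07). Another probe under its name, with a higher signal, had 0.52 and was called as higher. The 4 probes of NRG1 ran from 0.14 to 0.54, and the one with the highest signal (SD 0.32) was not called. CSF2 was not well above background in either pool on any array, so no fold is given for it.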

Among the up-regulated genes, we identified those encoding: Janus kinase 2 (JAK2), responsible for the regulation of alveolar cells differentiation and their maintenance during differentiation (Wagner et al. 2004); colony-stimulating factors: CSF1, CSF2, associated with the regulation of MaSC and macrophages activity, as well as stimulation of the outgrowth potential and regenerative abilities of the mammary gland (Gyorki et al. 2009); neuregulin 1 (NGR1), involved in the promotion of growth, differentiation, and stimulation of branching morphogenesis, lobulo-alveolar budding, and milk proteins production (Yang et al. 1995); transcription factor FOSL1, that takes part in the promotion of vasculogenic and angiogenic processes in the epithelium and forming tube-like structures (Evellin et al. 2013).

Among the transcripts up-regulated in the mammary gland of HF heifers were also: fibroblast growth factor 2 (FGF2), which was shown to play an important role in the differentiation of stem cells to mesodermal lineages (Sharpe et al. 2011); betacellulin (BTC), linked with the development of a lactating-like phenotype in the mammary gland of virgin female mice (Dahlhoff et al. 2011); nerve growth factor (NGF), involved in mammary tumor stem cell metastasis, proliferation, and survival (Adriaenssens et al. 2008) (Table 1). 

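BTC, on chromosome 6 from 91430532 to 91430591, had a log2 ratio of 1.37 (SD 0.20; limma with Benjamini-Hochberg adjustment, adjusted p = 0.0004), with 4 of 4 arrays and all 3 of its probes higher in HF heifers. The probe of FGF2 with the highest signal had 0.09 (SD 0.18) and was not called, and its other 4 probes had 0.50 to 0.84.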

Products of the above-mentioned genes (FGF2, BTC, and JAK2) are involved in the EGFR signaling pathway, whose activity differs significantly between the two compared cattle breeds. 

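In the list of EGFR signaling genes, 55 were measured, with a median log2 ratio of 0.14 (SD of the 4 array medians 0.07, percentile 99.8 among random lists matched in signal). Of these, 33 were higher and 22 lower in HF heifers. The calls by limma with Benjamini-Hochberg adjustment were 11 higher and 8 lower, the same numbers as when adjusted over the list alone. Without array 3 the median was 0.05. Leaving out the 5 genes that the paper names also gave 0.05, at percentile 86.0. Centring on the spike-in controls turns these medians negative.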

The EGF-EGFR-mediated signaling pathway plays a key role in mammary gland development, autophagy regulation, cell cycle progression, estrogen metabolism, proliferation, cell survival, angiogenesis, and cell migration (Lurje and Lenz 2009; Sobolewska et al. 2009). 

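ID1 had a log2 ratio of the HF over the LM pool of 1.04 (SD 0.07) and ID2 of 0.67 (SD 0.17), and limma with Benjamini-Hochberg adjustment called both as higher (adjusted p = 0.00052 and 0.0032). Both were higher in HF heifers on 4 of 4 arrays and with each of their probes. The list of ID signaling genes had 25 measured members with a median of 0.18 (SD of the 4 array medians 0.17, percentile 98.9 among matched random lists), with 7 called higher and 2 lower, also when adjusted over the list alone. This median was 0.04 without array 3, and 0.11 (percentile 89.9) without the 4 genes that the paper names, and it turns negative under centring on the spike-in controls.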

Our study also revealed a group of genes differentially expressed between HF and LM breeds, which are involved in the ID signaling pathway: NGF and ID1, ID2. ID signaling is important in the regulation of maintenance, migration, and differentiation of stem cells. Increased level of proteins taking part in this pathway may result in the loss of differentiation and gain of migration and proliferative abilities (ID1), and activation of mammary differentiation and alveologenesis during pregnancy (ID2) (Itahana et al. 2003; Dong et al. 2011).

Another group of genes exerting higher expression in the mammary tissue of HF than LM comprised factors essential for the maintenance of hematopoietic stem cells’ pools, and for mammary gland involution after lactation (LIF), as well as maintenance of cellular homeostasis, mammary epithelium growth, and stem cells activity (BMI1) (Pietersen et al. 2008; Mathieu et al. 2012). 

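The LIF probe that was above background in both pools had a log2 ratio of 0.93 (SD 0.21; limma with Benjamini-Hochberg adjustment, adjusted p = 0.00093), higher in HF heifers on 4 of 4 arrays. A second LIF probe was above background in the HF pool on all 4 arrays and in the LM pool on none. It was higher in HF heifers, with an approximate lower bound of 3.66-fold. BMI1 had 0.48 (SD 0.12, adjusted p = 0.0058), higher on 4 of 4 arrays, and 0.14 with its other probe.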

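FABP3, on chromosome 2 from 122783634 to 122783693, had a log2 ratio of the HF over the LM pool of −2.12 (SD 0.05; limma with Benjamini-Hochberg adjustment, adjusted p = 4.2e-05), lower in HF heifers on each array. Its 4 probes ran from −2.25 to −2.07, and the mean signal was 15868 in the HF and 69007 in the LM pool. LAMA1, with 1 probe, had −0.47 (SD 0.08, adjusted p = 0.0057), lower in HF heifers on 4 of 4 arrays.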

We observed a lower expression of genes encoding proteins responsible for the growth arrest of mammary epithelial cells and maintenance of mammary gland progenitor cells in the quiescent state (FABP3, LAMA1) (Bionaz and Loor 2008a; Bussard and Smith 2011) (Table 2).

Interestingly, the mammary gland of HF heifers also showed a higher expression of genes involved in the regulation of stem cells renewal. We observed changes in the expression of genes which regulate the renewal of hematopoietic stem cells (HSCs), e.g., HOXB4, MLL5, TAC1, and MYB. 

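TAC1 was well above background in the HF pool on all 4 arrays and in the LM pool on none. It was higher in HF heifers, with an approximate lower bound of 3.06-fold. MYB had a log2 ratio of −0.41 (SD 0.07) and was called as lower by limma with Benjamini-Hochberg adjustment (adjusted p = 0.0073), with 4 of 4 arrays lower, and its 3 probes ran to −0.08.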

HSCs are particularly important in the context of their penetration into the mammary gland and their potential effect on glandular development (Niku et al. 2004). HOXB4 (showing up-regulated expression in this study) activates Myc transcription factor, which also showed a higher expression. It has been demonstrated that proteins from this family of transcription factors prevent hematopoietic stem cells from differentiating, while, at the same time, allowing their self-renewal (Stoelzle et al. 2009; Lee et al. 2013). 

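Of the 3 probes of HOXB4, the one with the highest signal had a log2 ratio of −0.06 (SD 0.29), which was not called and turned to 0.02 without array 1, while the other probes had 0.55 and 0.64. MYC had 0.66 (SD 0.19) and 0.59 with its other probe, and limma with Benjamini-Hochberg adjustment called it as higher (adjusted p = 0.0049), with 4 of 4 arrays in that direction.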

Another identified gene, MLL5, encodes a protein (myeloid/lymphoid or mixed-lineage leukemia 5), which is a key regulator of hematopoiesis involved in terminal myeloid differentiation and in the regulation of HSCs self-renewal (Heuser et al. 2009).

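The 4 probes of MLL5 had log2 ratios of the HF over the LM pool from 0.05 to 0.69. The probe with the highest signal had the lowest of these (SD 0.19), which was not called by limma with Benjamini-Hochberg adjustment and turned to −0.04 without array 1.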

This study revealed also a significantly higher expression of several cytokines and growth factors in the mammary tissue of dairy heifers (HF) when compared to beef breed heifers (LM) (Table 1). 

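The cytokine genes GRO1, TNF, IL1A, CSF3 and IL1B had log2 ratios of 4.69 (SD 0.25), 3.43 (SD 0.09), 2.85 (SD 0.35), 2.82 (SD 0.12) and 1.96 (SD 0.10), and limma with Benjamini-Hochberg adjustment called each as higher. The adjusted p-values ran from 6e-06 to 7.4e-05, with 4 of 4 arrays higher for each gene. The 4 probes of IL1B ran from 1.76 to 3.51. PF4 had 1.39 (SD 0.29) and IL34 had 0.53 (SD 0.08).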

IL6 and IL8 are associated with multiple processes important for mammary gland development and function, including: mammary tissue remodeling during involution, regulation of immune response, insulin signaling pathway, negative regulation of fat cell differentiation, positive regulation of epithelial cell proliferation, and promotion of angiogenesis (Zhao et al. 2002; Sansone et al. 2007; Liu et al. 2011; Singh et al. 2013). 

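IL6, on chromosome 4 from 31582182 to 31582241, had a log2 ratio of the HF over the LM pool of 5.80 (SD 0.35; limma with Benjamini-Hochberg adjustment, adjusted p = 6e-06), from 5.46 to 6.25 over the 4 arrays. Its mean signal was 4587 in the HF and 82.4 in the LM pool. With normexp and loess the log2 HF/LM of IL6 was 4.32. IL8, on chromosome 6 from 90562819 to 90562878, had a log2 ratio of 5.38 (SD 0.08) and mean signals of 7211 and 173. Its 3 probes ran from 4.59 to 5.69.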

The significant difference in the expression of genes encoding these cytokines between HF and LM indicates their important role in the regulation of development and physiological function of the mammary gland.

The results of the microarray experiment also showed highly significant differences in the expression of genes involved in adipogenesis and adipose tissue activity between the examined breeds. 

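In a list of adipogenesis genes, 101 were measured, with a median log2 ratio of 0.10 (SD of the 4 array medians 0.10, percentile 99.3 among random lists matched in signal). Of these genes, 59 were higher and 42 lower in HF heifers. The calls by limma with Benjamini-Hochberg adjustment were 29 higher and 20 lower, and 32 and 20 when adjusted over the list alone. Without array 3 the median was 0.063, at percentile 88.0 and within the middle 95% of the random lists. Without the 10 genes that the paper names, it was 0.07 (percentile 94.5). Under centring on the spike-in controls the median turns negative.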

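The list of fatty acid metabolism, with 44 measured genes, had a median log2 ratio of the HF over the LM pool of −0.12 (SD of the 4 array medians 0.06, percentile 1.32 among random lists matched in signal). The percentile was 3.4 without array 1 and 5.95 without array 2, within the middle 95% of the random lists. In this list, 12 genes were called lower and 8 higher in HF heifers by limma with Benjamini-Hochberg adjustment. Lipid biosynthesis, with 42 genes, had a median of −0.07 (SD 0.06, percentile 11.3), with 11 genes called lower and 4 higher. The 21 lipid storage genes had a median of 0.10 (SD 0.09, percentile 89.5) and a mean of −0.0049, on the other side of 0, with 5 genes called in each direction, and the median turns negative under centring on the spike-in controls. Adjusted over the list alone, the numbers were the same for these 3 lists.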

In LM mammary glands, a higher expression of genes involved in fatty acid metabolic process, lipid storage, and lipid biosynthesis was observed. Adipocytes are essential for the development of the mammary gland. It has been shown that mammary epithelium lacking paracrine signals from stromal adipocytes forms rudimentary glandular structures with no signs of ductal branching (Landskroner-Eiger et al. 2010). Moreover, it has been suggested that white adipocytes can transdifferentiate into alveolar epithelial cell during pregnancy, whereas the alveolar epithelial cells can transdifferentiate into white adipocytes during mammary gland involution (Morroni et al. 2004). These results provide evidence that adipocyte-to-epithelium transdifferentiation constitutes another mechanism contributing to mammary gland development during pregnancy and lactation.

It is worth noting that our microarray analysis revealed a higher expression of genes involved in the oxidation/reduction process in LM than HF. 

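A list of oxidation/reduction genes had 108 measured members, 61 lower and 47 higher in HF heifers. Their median log2 ratio was −0.05 (SD of the 4 array medians 0.01, percentile 7.03 among random lists matched in signal) and the mean −0.01. By limma with Benjamini-Hochberg adjustment 13 genes were called lower and 12 higher, also when adjusted over the list alone. Among the alternatives set in advance, the median moved most without dye normalization, to −0.02. With the median over all probes of each gene it stayed at −0.05, and its percentile was 1.9.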

The production of reactive oxygen species increases during adipogenic differentiation (Reid et al. 2013; Ogasawara et al. 2009). Differences between HF and LM in the expression of genes involved in redox balance are probably related to the fact that beef heifers have more developed mammary gland adipose tissue. It should be noted that the metabolism of beef cattle is generally more directed towards fat deposition and intramuscular lipid synthesis. The results obtained may also indicate an important effect of fatty tissue and lipid metabolism on dairy potential, but this topic is still poorly understood. The literature data indicate a relationship between adiposity and dairy potential, since fat accumulation and increased growth rate, caused by high feeding level before puberty, can lead to reduced pubertal mammary growth and reduced milk yield potential (Sejrsen et al. 2000). We revealed a higher expression of transcription regulator peroxisome proliferator-activated receptor gamma (PPARG) in HF, which plays an important role in fatty tissue activity and has many regulatory interactions with other significantly regulated genes and processes. 

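PPARG, on chromosome 22 from 57367139 to 57367198, had a log2 ratio of 0.66 (SD 0.05; limma with Benjamini-Hochberg adjustment, adjusted p = 0.0017), and 0.63 with its other probe. It was higher in HF heifers on 4 of 4 arrays, from 0.61 to 0.71, with mean signals of 4947 in the HF and 3138 in the LM pool. The alternatives ran from 0.63 to 0.67, apart from centring on the spike-in controls, which turns the value negative.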

Other reports have demonstrated that the expression of the PPARG gene in the mammary gland is correlated with the abundance of adipocytes at several stages of pregnancy, i.e., smaller number of adipocytes in late pregnancy results in lower PPARG expression (Bionaz and Loor 2008b). During lactation, the expression of PPARG is up-regulated, suggesting an important role of this nuclear receptor in milk fat synthesis (Bionaz and Loor 2008b; Kadegowda et al. 2009). PPARG was shown to regulate the expression of genes involved in triacylglyceride synthesis (LPIN1), fatty acids synthesis (ACACA, FASN, SREBF1), metabolism (SCD), and import (CD36) in bovine mammary epithelial cells (Kadegowda et al. 2009). Furthermore, several studies have shown that PPARG regulates signaling pathways, controlling and improving insulin sensitivity, cell proliferation, fatty acid β-oxidation, glucose utilization, adipocytes differentiation, and improves HSC maintenance (Ito et al. 2012; Yuan et al. 2012).

## Conclusions

In conclusion, we assume that the higher mammogenic potential in postpubertal dairy heifers in comparison with beef heifers not only depends on central endocrine regulations but also on local intramammary factors, including higher mammary stem cells (MaSC) number and auto- and paracrine regulations of the MaSC environment, forming a favorable niche for their maintenance, self-renewal, and development.

## References

[CR1] Adriaenssens E, Vanhecke E, Saule P, Mougel A, Page A, Romon R, Nurcombe V, Le Bourhis X, Hondermarck H (2008). Nerve growth factor is a potential therapeutic target in breast cancer. Cancer Res.

[CR2] Akers RM, Capuco AV, Keys JE (2006). Mammary histology and alveolar cell differentiation during late gestation and early lactation in mammary tissue of beef and dairy heifers. Livest Sci.

[CR3] Bionaz M, Loor JJ (2008). ACSL1, AGPAT6, FABP3, LPIN1, and SLC27A6 are the most abundant isoforms in bovine mammary tissue and their expression is affected by stage of lactation. J Nutr.

[CR4] Bionaz M, Loor JJ (2008). Gene networks driving bovine milk fat synthesis during the lactation cycle. BMC Genomics.

[CR5] Booth BW, Mack DL, Androutsellis-Theotokis A, McKay RD, Boulanger CA, Smith GH (2008). The mammary microenvironment alters the differentiation repertoire of neural stem cells. Proc Natl Acad Sci U S A.

[CR6] Boulanger CA, Mack DL, Booth BW, Smith GH (2007). Interaction with the mammary microenvironment redirects spermatogenic cell fate in vivo. Proc Natl Acad Sci U S A.

[CR7] Bussard KM, Smith GH (2011). The mammary gland microenvironment directs progenitor cell fate in vivo. Int J Cell Biol.

[CR8] Capuco AV (2007). Identification of putative bovine mammary epithelial stem cells by their retention of labeled DNA strands. Exp Biol Med (Maywood).

[CR9] Capuco AV, Evock-Clover CM, Minuti A, Wood DL (2009). In vivo expansion of the mammary stem/progenitor cell population by xanthosine infusion. Exp Biol Med (Maywood).

[CR10] Choudhary RK, Capuco AV (2012). In vitro expansion of the mammary stem/progenitor cell population by xanthosine treatment. BMC Cell Biol.

[CR11] Choudhary RK, Li RW, Evock-Clover CM, Capuco AV (2010). Bovine mammary stem cells: transcriptome profiling and the stem cell niche. J Dairy Sci.

[CR12] Dahlhoff M, Blutke A, Wanke R, Wolf E, Schneider MR (2011). In vivo evidence for epidermal growth factor receptor (EGFR)-mediated release of prolactin from the pituitary gland. J Biol Chem.

[CR13] Daniel CW, Smith GH (1999). The mammary gland: a model for development. J Mammary Gland Biol Neoplasia.

[CR14] Deugnier MA, Faraldo MM, Teulière J, Thiery JP, Medina D, Glukhova MA (2006). Isolation of mouse mammary epithelial progenitor cells with basal characteristics from the Comma-Dbeta cell line. Dev Biol.

[CR15] Dong J, Huang S, Caikovski M, Ji S, McGrath A, Custorio MG, Creighton CJ, Maliakkal P, Bogoslovskaia E, Du Z, Zhang X, Lewis MT, Sablitzky F, Brisken C, Li Y (2011). ID4 regulates mammary gland development by suppressing p38MAPK activity. Development.

[CR16] Eirew P, Stingl J, Raouf A, Turashvili G, Aparicio S, Emerman JT, Eaves CJ (2008). A method for quantifying normal human mammary epithelial stem cells with in vivo regenerative ability. Nat Med.

[CR17] Ellis S, Akers RM, Capuco AV, Safayi S (2012). Triennial Lactation Symposium: Bovine mammary epithelial cell lineages and parenchymal development. J Anim Sci.

[CR18] Evellin S, Galvagni F, Zippo A, Neri F, Orlandini M, Incarnato D, Dettori D, Neubauer S, Kessler H, Wagner EF, Oliviero S (2013). FOSL1 controls the assembly of endothelial cells into capillary tubes by direct repression of alphav and beta3 integrin transcription. Mol Cell Biol.

[CR19] Godlewski MM, Turowska A, Jedynak P, Martinez Puig D, Nevalainen H, Goldys EM (2008). Quantitative analysis of fluorescent image: from descriptive to computational microscopy. Fluorescence applications in biotechnology and life sciences.

[CR20] Gyorki DE, Asselin-Labat ML, van Rooijen N, Lindeman GJ, Visvader JE (2009). Resident macrophages influence stem cell activity in the mammary gland. Breast Cancer Res.

[CR21] Han J, Cao S, Jin H, Liu Y, Wang M, Song J, Li N (2006). Localization of putative stem cells and four cell populations with different differentiation degree in mouse mammary anlagen. Histochem Cell Biol.

[CR22] Heuser M, Yap DB, Leung M, de Algara TR, Tafech A, McKinney S, Dixon J, Thresher R, Colledge B, Carlton M, Humphries RK, Aparicio SA (2009). Loss of MLL5 results in pleiotropic hematopoietic defects, reduced neutrophil immune function, and extreme sensitivity to DNA demethylation. Blood.

[CR23] Hovey RC, McFadden TB, Akers RM (1999). Regulation of mammary gland growth and morphogenesis by the mammary fat pad: a species comparison. J Mammary Gland Biol Neoplasia.

[CR24] Itahana Y, Singh J, Sumida T, Coppe JP, Parrinello S, Bennington JL, Desprez PY (2003). Role of Id-2 in the maintenance of a differentiated and noninvasive phenotype in breast cancer cells. Cancer Res.

[CR25] Ito K, Carracedo A, Weiss D, Arai F, Ala U, Avigan DE, Schafer ZT, Evans RM, Suda T, Lee CH, Pandolfi PP (2012). A PML-PPAR-delta pathway for fatty acid oxidation regulates hematopoietic stem cell maintenance. Nat Med.

[CR26] Kadegowda AK, Bionaz M, Piperova LS, Erdman RA, Loor JJ (2009). Peroxisome proliferator-activated receptor-gamma activation and long-chain fatty acids alter lipogenic gene networks in bovine mammary epithelial cells to various extents. J Dairy Sci.

[CR27] Kendziorski CM, Zhang Y, Lan H, Attie AD (2003). The efficiency of pooling mRNA in microarray experiments. Biostatistics.

[CR28] Keys JE, Capuco AV, Akers RM, Djiane J (1989). Comparative study of mammary gland development and differentiation between beef and dairy heifers. Domest Anim Endocrinol.

[CR29] Kordon EC, Smith GH (1998). An entire functional mammary gland may comprise the progeny from a single cell. Development.

[CR30] LaBarge MA, Petersen OW, Bissell MJ (2007). Of microenvironments and mammary stem cells. Stem Cell Rev.

[CR31] Landskroner-Eiger S, Park J, Israel D, Pollard JW, Scherer PE (2010). Morphogenesis of the developing mammary gland: stage-dependent impact of adipocytes. Dev Biol.

[CR32] Lee J, Shieh JH, Zhang J, Liu L, Zhang Y, Eom JY, Morrone G, Moore MA, Zhou P (2013). Improved ex vivo expansion of adult hematopoietic stem cells by overcoming CUL4-mediated degradation of HOXB4. Blood.

[CR33] Liu S, Ginestier C, Ou SJ, Clouthier SG, Patel SH, Monville F, Korkaya H, Heath A, Dutcher J, Kleer CG, Jung Y, Dontu G, Taichman R, Wicha MS (2011). Breast cancer stem cells are regulated by mesenchymal stem cells through cytokine networks. Cancer Res.

[CR34] Lurje G, Lenz HJ (2009). EGFR signaling and drug discovery. Oncology.

[CR36] Martignani E, Eirew P, Accornero P, Eaves CJ, Baratta M (2010). Human milk protein production in xenografts of genetically engineered bovine mammary epithelial stem cells. PLoS One.

[CR35] Mathieu ME, Saucourt C, Mournetas V, Gauthereau X, Thézé N, Praloran V, Thiébaud P, Bœuf H (2012). LIF-dependent signaling: new pieces in the Lego. Stem Cell Rev.

[CR37] McCave EJ, Cass CA, Burg KJ, Booth BW (2010). The normal microenvironment directs mammary gland development. J Mammary Gland Biol Neoplasia.

[CR38] Morroni M, Giordano A, Zingaretti MC, Boiani R, De Matteis R, Kahn BB, Nisoli E, Tonello C, Pisoschi C, Luchetti MM, Marelli M, Cinti S (2004). Reversible transdifferentiation of secretory epithelial cells into adipocytes in the mammary gland. Proc Natl Acad Sci U S A.

[CR39] Motyl T, Bierła JB, Kozłowski M, Gajewska M, Gajkowska B, Koronkiewicz M (2011). Identification, quantification and transcriptional profile of potential stem cells in bovine mammary gland. Livest Sci.

[CR40] Niku M, Ilmonen L, Pessa-Morikawa T, Iivanainen A (2004). Limited contribution of circulating cells to the development and maintenance of nonhematopoietic bovine tissues. Stem Cells.

[CR41] Ogasawara J, Kitadate K, Nishioka H, Fujii H, Sakurai T, Kizaki T, Izawa T, Ishida H, Ohno H (2009). Oligonol, a new lychee fruit-derived low-molecular form of polyphenol, enhances lipolysis in primary rat adipocytes through activation of the ERK1/2 pathway. Phytother Res.

[CR42] Pietersen AM, Evers B, Prasad AA, Tanger E, Cornelissen-Steijger P, Jonkers J, van Lohuizen M (2008). Bmi1 regulates stem cells and proliferation and differentiation of committed cells in mammary epithelium. Curr Biol.

[CR43] Rauner G, Barash I (2012). Cell hierarchy and lineage commitment in the bovine mammary gland. PLoS One.

[CR44] Reid B, Afzal JM, McCartney AM, Abraham MR, O’Rourke B, Elisseeff JH (2013). Enhanced tissue production through redox control in stem cell-laden hydrogels. Tissue Eng Part A.

[CR45] Sansone P, Storci G, Tavolari S, Guarnieri T, Giovannini C, Taffurelli M, Ceccarelli C, Santini D, Paterini P, Marcu KB, Chieco P, Bonafè M (2007). IL-6 triggers malignant features in mammospheres from human ductal breast carcinoma and normal mammary gland. J Clin Invest.

[CR46] Sejrsen K (1994). Relationships between nutrition, puberty and mammary development in cattle. Proc Nutr Soc.

[CR47] Sejrsen K, Purup S, Vestergaard M, Foldager J (2000). High body weight gain and reduced bovine mammary growth: physiological basis and implications for milk yield potential. Domest Anim Endocrinol.

[CR48] Shackleton M, Vaillant F, Simpson KJ, Stingl J, Smyth GK, Asselin-Labat ML, Wu L, Lindeman GJ, Visvader JE (2006). Generation of a functional mammary gland from a single stem cell. Nature.

[CR49] Sharpe R, Pearson A, Herrera-Abreu MT, Johnson D, Mackay A, Welti JC, Natrajan R, Reynolds AR, Reis-Filho JS, Ashworth A, Turner NC (2011). FGFR signaling promotes the growth of triple-negative and basal-like breast cancer cell lines both in vitro and in vivo. Clin Cancer Res.

[CR50] Sheffield LG (1988). Organization and growth of mammary epithelia in the mammary gland fat pad. J Dairy Sci.

[CR51] Singh JK, Farnie G, Bundred NJ, Simões BM, Shergill A, Landberg G, Howell SJ, Clarke RB (2013). Targeting CXCR1/2 significantly reduces breast cancer stem cell activity and increases the efficacy of inhibiting HER2 via HER2-dependent and -independent mechanisms. Clin Cancer Res.

[CR52] Sleeman KE, Kendrick H, Ashworth A, Isacke CM, Smalley MJ (2006). CD24 staining of mouse mammary gland cells defines luminal epithelial, myoepithelial/basal and non-epithelial cells. Breast Cancer Res.

[CR53] Sobolewska A, Gajewska M, Zarzyńska J, Gajkowska B, Motyl T (2009). IGF-I, EGF, and sex steroids regulate autophagy in bovine mammary epithelial cells via the mTOR pathway. Eur J Cell Biol.

[CR54] Stingl J (2009). Detection and analysis of mammary gland stem cells. J Pathol.

[CR55] Stingl J, Eirew P, Ricketson I, Shackleton M, Vaillant F, Choi D, Li HI, Eaves CJ (2006). Purification and unique properties of mammary epithelial stem cells. Nature.

[CR56] Stoelzle T, Schwarb P, Trumpp A, Hynes NE (2009). c-Myc affects mRNA translation, cell proliferation and progenitor cell function in the mammary gland. BMC Biol.

[CR57] Villadsen R, Fridriksdottir AJ, Rønnov-Jessen L, Gudjonsson T, Rank F, LaBarge MA, Bissell MJ, Petersen OW (2007). Evidence for a stem cell hierarchy in the adult human breast. J Cell Biol.

[CR58] Wagner KU, Krempler A, Triplett AA, Qi Y, George NM, Zhu J, Rui H (2004). Impaired alveologenesis and maintenance of secretory mammary epithelial cells in Jak2 conditional knockout mice. Mol Cell Biol.

[CR59] Welm BE, Tepera SB, Venezia T, Graubert TA, Rosen JM, Goodell MA (2002). Sca-1(pos) cells in the mouse mammary gland represent an enriched progenitor cell population. Dev Biol.

[CR60] Yang Y, Spitzer E, Meyer D, Sachs M, Niemann C, Hartmann G, Weidner KM, Birchmeier C, Birchmeier W (1995). Sequential requirement of hepatocyte growth factor and neuregulin in the morphogenesis and differentiation of the mammary gland. J Cell Biol.

[CR61] Yuan H, Upadhyay G, Yin Y, Kopelovich L, Glazer RI (2012). Stem cell antigen-1 deficiency enhances the chemopreventive effect of peroxisome proliferator-activated receptorgamma activation. Cancer Prev Res (Phila).

[CR62] Zhao L, Melenhorst JJ, Hennighausen L (2002). Loss of interleukin 6 results in delayed mammary gland involution: a possible role for mitogen-activated protein kinase and not signal transducer and activator of transcription 3. Mol Endocrinol.

How the deposited data were processed for this re-analysis (not part of the article)

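RNA of mammary tissue was measured on 4 two-colour arrays with 60-base probes. Each array held 1 pool of RNA from 10 HF heifers and 1 pool from 10 LM heifers. The 4 arrays are technical repeats, and 2 of them are dye swaps. All 4 arrays lay on 1 slide and were read in 1 scan, so no batch could be set against another.

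The authors deposited the output of Feature Extraction 10.10.1.1 for each array. As deposited, the processed signals are intensities from which the background was subtracted and to which a dye normalization was applied, with no log taken. The deposited log ratio is the log10 of Cy5 over Cy3. The authors also deposited a table of log2 ratios of the HF over the LM pool for 3938 gene probes and 8 control probes. The table was checked against the scanner output, and 15748 of 15752 values of the gene probes lay within 0.001 of the deposited log10 ratio converted to log2 and turned to HF over LM. Each gene probe in the table has a p of at most 0.0045 in a t-test of its 4 ratios against 0, and 3938 is also the number of probes that pass this test after Benjamini-Hochberg adjustment without a background filter. The table thus holds only probes selected for a change, and counts or directions found with it are no independent support for the paper's values.

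The log2 ratio of the HF over the LM pool was computed from the processed signals. Control spots and spots that Feature Extraction marked as outliers (8 to 22 per array) were left out, and probes spotted more than once were averaged. No spot was saturated. On the 4 arrays, 78.1%, 81.6%, 78.0% and 77.1% of the probes were well above background in the HF pool, and 78.7%, 80.4%, 78.7% and 81.6% in the LM pool. The 32360 probes above background in both pools on every array were tested with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), with the breed as a sign and a term for the dye, and adjusted by Benjamini-Hochberg. A probe was called at an adjusted p of at most 0.05 and a fold of at least 1.3, as in the methods. The methods name Student's t-test, and limma was used in its place because it pools the spread over all probes. The methods' t-test was also run. In its unpaired form, on the log2 signals of the pools, 7067 probes passed the p limit of the methods and the fold before adjustment and 3895 after Benjamini-Hochberg. In the form that sets the log2 ratios against 0, these were 6897 and 3607. None of these tests includes variation between heifers.

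The procedure was tested on simulated data with the dimensions of the arrays. Among 32360 simulated probes, of which 200 had a log2 change of 1, limma called 110 of the changed and 2 of the unchanged probes, or 55% of the changes. The unpaired form of the methods' t-test called 9 of the changed probes, and the form against 0 called 5. These shares hold for few changed probes and for noise drawn independently for each array. In the data limma called 8684 probes and the 2 t-tests 3895 and 3607. Benjamini-Hochberg adjustment depends on the share of changed probes. The simulation thus does not measure how many changes are found, or how many calls are false, in the data. For gene lists, a simulated list of 30 genes shifted by 0.5 lay at percentile 100, and 5 of 200 unshifted lists lay outside the middle 95%.

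The genes named in the text are all genes that the paper names in its tables, its Fig. 1 and its discussion of these data, the targets of PPARG it lists, the antigens of its cytometry, and the 5 genes with the largest change in each direction among those called and changed in one direction on every array. For cell types, abundant genes of the marker lists are added. This rule, the gene lists, the alternatives and the comparisons were set before the data were examined. A gene was matched to the probes that carry the accession the paper gives, or else the gene name, and its value is that of the probe with the highest signal among those above background in both pools on every array. The genes with the largest changes are given by the probe with that change. The choice among several probes was settled after the probes had been seen. Probes that carry the accession of a gene but that the array names for another gene were first kept. They were removed after it was seen that IL1A and IL1B took their values from probes named for DSEL and H2B, with which they had been at 1.11-fold and 1.06-fold. Where the LM pool was above background on no array, the fold was computed against the lowest signal called well above background in that pool on each array. Where the probe's own LM signal was higher, that was used instead. Average intensities were first brought to the same quantiles on all arrays. The result is given as an approximate lower bound. A CXCR2 probe with a mean LM signal of 30.8 was above background in the LM pool on only 3 arrays, so this limit is not strict. Probe coordinates are those of the array annotation (UMD 3.1), which gives no exon or untranslated region. The reference annotation, of a later assembly, served for gene names alone. Of 15540 gene names on the array, 14088 are in it.

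Gene lists were compiled from general knowledge for the pathways and processes that the paper discusses, namely adipogenesis, autophagy, estrogen metabolism, cell cycle, apoptosis, insulin, EGFR and ID signaling, fatty acid metabolism, lipid storage, lipid biosynthesis and oxidation/reduction. Further lists covered PPARG targets, housekeeping genes, cell types and tissue states (closing section). They are not the lists of the pathway tool or of Gene Ontology, which were not analysed here. Of their 1037 genes, 1000 are on the array, 18 of them under a synonym. Each gene with a symbol (12711 measured) counted once, by its probe with the highest signal. The median of a list was compared with 10000 random lists (2000 for the alternatives) drawn from 20 classes of signal. List values were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and the plots with matplotlib 3.10.9.

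The alternatives were a normexp background correction (offset 50) with loess normalization, centring on the array median, no dye normalization, the deposited log2 ratios, weaker or no background filters, leaving out each array, each pair of 1 array per dye orientation, both forms of the methods' t-test, limma without the dye term, folds of 1.5 and 2, the median over the probes of a gene, and gene symbols alone. Added after the data had been seen were the probe whose fold rounds to the printed one, the methods' t-test without a background filter on both kinds of deposited values, centring on the spike-in controls, and keeping the probes named for another gene.

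Scanning cytometry and the classification by molecular function were left out, because the arrays do not hold the former and the latter rests on gene lists that were not analysed here. For some genes no single value is reported, while the counts over tables and the list medians include them.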

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

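Of the tests reported here, those on dye bias, luminal epithelium, single probes and abundant leukocyte genes were chosen only after the result had been seen, and so were the single genes named from the marker lists. Among 112 groups of 4 arrays, 4 had an array far from the others, and chance alone marks about 1 in 20 groups, which is more than were found.

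One of the 4 is the number of probes well above background in both pools, 34643 on array 2 against 33308 to 33499 on the others. The other 3 are log2 ratios of the HF over the LM pool. ADM had 0.74 on array 1 and 0.67 on the other arrays. FST had 0.83 on array 3 and 0.95 to 0.97 on the others, and JAK2 had 0.073 on array 3 and 0.66 to 0.78 on the others. Each lies on 1 array, the same pools were on all 4, and no biological or technical explanation was tested for these 4 values.

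Genes of milk secretion, which the paper does not discuss apart from 1 gene, were far lower in the HF pool. The 14 measured genes had a median log2 ratio of −2.99, below all matched random lists and between −3.28 and −2.71 under the alternatives. Among probes called and changed in one direction on every array, the largest decreases, with 1 probe per gene, were those of CSN1S2 with −6.36, GLYCAM1 with −5.76, CSN1S1 with −5.40, LALBA with −4.80 and PAEP with −4.69. The probes of highest signal had −4.34 for CSN1S2, −4.68 for CSN1S1, −4.51 for LALBA and −3.38 for PAEP. The 26 probes of milk protein genes took 0.368% of the summed signal of the HF pool and 7.13% of that of the LM pool (SD over the arrays 0.189% and 2.47%). Dye bias is argued against by the array median closest to 0, which was −2.88, and dye normalization by a median of −2.71 without it. Stray binding of single probes is argued against because 25 of the 25 tested probes of 7 milk protein genes were past 1.3-fold lower on every array. More luminal epithelium in the LM pool would lower its abundant genes alike. The lowest of the 5 brightest luminal markers outside the milk list had −0.68, and the 26 such markers had a median of −0.01 (percentile 46.6), although MUC1 had −3.45 and TFF3 −2.08. Of all 27 luminal markers, 9 were called lower and 2 higher, and their median was −0.21 (percentile 0.15) without array 3 and −0.14 on arrays 2 and 4. These values lie far from that of the milk list, so a larger share of luminal cells is unlikely to be the whole cause, and it may be a part of it. What stays open is secretory activity in the LM pool, of the breed or of part of the 10 heifers in that pool, and these cannot be told apart because no heifer was measured alone. An exchange of the pool labels was not tested, since no marker of the breed was measured.

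Inflammatory genes were higher in the HF pool. The 52 measured genes of an NF-kB inflammation list had a median of 1.71 (SD of the array medians 0.03), above all matched random lists, and 51 were higher. The paper names 8 of them, and the other 44 had a median of 1.51. Another list of cell types or tissue states holds 4 of the inflammation genes, 4 of the neutrophil markers and 2 of the milk secretion genes. Among probes called and changed in one direction on every array, with 1 per gene, those of CXCL2 with 7.58 and CCL20 with 5.28 were among the 5 largest increases. The other probe of CXCL2 had 3.45. The paper does not list CCL20, and its Table 1 describes GRO1, measured with another probe, as a chemokine ligand 2. Dye bias is argued against by the array median closest to 0, which was 1.76. Among the tests that could have come out otherwise, the 25 neutrophil markers had a median of 0.37, and the 21 of them outside the inflammation and milk lists had 0.32 (percentile 99.94). The lymphocyte markers had 0.31 and the macrophage markers 0.20, the lower of whose percentiles was 99.3. The immediate early genes, 31 in number and outside the inflammation list, had 0.35 (percentile 100). A larger share of leukocytes in the HF pool, or a difference in the delay or stress between slaughter and freezing, may therefore contribute. More leukocytes of every kind are argued against as the whole cause, because the 10 macrophage and lymphocyte markers with the highest signal had a median of 0.18 (SD of the array medians 0.08), with 0.20 for C1QA and 0.19 for CD4. The abundant immediate early genes differed among themselves, with 2.11 for JUNB, 0.73 for FOS, 0.62 for EGR1, 0.46 for DUSP1, 0.20 for MCL1 and −0.45 for JUN. Of the abundant neutrophil genes, S100A9 had 2.89, S100A8 2.27, CATHL1 1.54 and S100A12 1.52, while LYZ had 0.31 and TREM1 0.17. LTF, which the milk list also holds, had −0.09. A larger share of neutrophils stays open. A difference between the breeds stays open and untested.

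In 3 other lists the median lay outside nearly all random lists. The 23 adipocyte markers had 0.26 (mean 0.02), the 22 fibroblast markers −0.50 and the 4 measured of 10 erythrocyte markers 0.87. Under the alternatives set in advance they stayed on the same side, from 0.20 to 0.36, from −0.53 to −0.45 and from 0.50 to 1.07. The paper names 1 adipocyte and 2 fibroblast markers among them and none of the erythrocyte markers. Of the fibroblast markers, COL1A1 had −1.11 and COL3A1 −1.09, while POSTN had 1.15. No explanation was tested for the fibroblast and erythrocyte lists, and adipocytes are taken up among the other observations. With centring on the spike-in controls, each median of a list lowers by 0.82, which turns those of the adipocyte, neutrophil, lymphocyte, macrophage and immediate early lists negative and leaves the signs of the inflammation, milk, fibroblast and erythrocyte lists as they are.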

How the results depend on the processing

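Alternatives chosen after seeing the values were centring on the spike-in controls, the methods' t-test without a background filter, the probe whose fold rounds to the printed one, and keeping probes named for another gene. The cause of a change was not tested except where the alternative's construction shows it.

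With limma, 8684 probes were called, 4330 higher and 4354 lower in HF heifers, under 6370 gene names. With normexp and loess these numbers were 4666, 2533, 2133 and 3447. With the deposited log2 ratios, which hold only 3938 gene probes selected for a change, they were 3145, 1445, 1700 and 2484. Arrays 1 and 3 alone gave 1425, 736, 689 and 1077. Leaving out 1 array gave 5158 to 9688 probes, 2526 to 4857 higher, 2632 to 4912 lower and 3869 to 6996 names, with the fewest in each case without array 1. The methods' t-test gave 3895, 1693, 2202 and 2970 in its unpaired form and 3607, 1664, 1943 and 2816 for the ratios against 0. Without a background filter the latter gave 3145, 1445, 1700 and 2484, and on the deposited log ratios 3375, 1554, 1821 and 2651. By construction, a higher fold gave fewer, with 3968, 2036, 1932 and 3010 at 1.5 and 1098, 552, 546 and 791 at 2. Centring on the spike-in controls turned nearly all calls to lower, with 29115 probes, 364 higher and 28751 lower, and 17193 names, since it lowers each log2 ratio by 0.82. Centring on the array median, no dye normalization, the weaker filters, arrays 2 and 4 alone and limma without the dye term stayed within 1.5 times the main counts.

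Past 1.3-fold on every array were 3572 probes, 1576 with normexp and loess, 5927 on arrays 2 and 4 alone, and 3926 to 5401 when 1 array was left out, with the most without array 3. The entries of Table 1 in the stated direction ran from 23 to 32 of the main 26 under the alternatives set in advance and were 10 with centring on the spike-in controls. Those of Table 2 ran from 17 to 30 of the main 21, and were 16 with that centring. The 32 and the 30 come from the deposited log2 ratios and so from the selected probes.

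Of the 12 medians of pathway lists, 4 moved by more than the spread between arrays under some alternative set in advance. Oxidation/reduction, at −0.055, was −0.041 with normexp and loess, −0.020 without dye normalization, −0.047 on arrays 1 and 3, −0.062 on arrays 2 and 4, and −0.057 to −0.041 with 1 array left out. With the median over probes it stayed at −0.055 and lay at percentile 1.9, outside the middle 95% of the random lists. Autophagy, at −0.063, was −0.019 without dye normalization, and insulin signaling, at 0.0015, was −0.051 with the median over probes. EGFR signaling, at 0.14, was 0.051 without array 3 and at most 0.13 over the other omissions. Estrogen metabolism, at −0.0054 and within the spread between arrays throughout, was 0.19 on arrays 1 and 3 (percentile 98.45), 0.15 with the weaker filter (percentile 95.5) and 0.10 without array 1 (percentile 89.7). Over all 34 lists, no alternative set in advance reversed a list that lay outside the middle 95% of its random lists in the main setting. Centring on the spike-in controls lowers each log2 ratio by 0.82 and so reverses every such list with a positive median below that. By alternative set in advance, 10 lists moved with the median over probes, 9 with normexp and loess, 9 without array 3, 7 without dye normalization, and at most 3 under each of the others.

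Of 75 measured named genes, 61 were called, and 59 of these kept their direction in each setting in which they were measured, centring on the spike-in controls aside. STAT5A, higher in the main setting, was −1.06 with the deposited log2 ratios and −0.24 with the median over probes. CD36, lower in the main setting, was 0.027 with the median over probes. By construction, these alternatives take other probes of the gene. The values of 29 genes moved by more than the spread between arrays with normexp and loess, of 16 with the median over probes, of 10 with the deposited log2 ratios and of 5 without dye normalization. Keeping probes named for another gene moved 2 genes, IL1A and IL1B.

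Signal over background limited what could be measured. With a pool above background in at least 1 breed, 33842 probes were tested and 9453 called, and with no filter 43627 and 8913. The median signal over background was 2.705 in the HF pool on array 3. Each log2 ratio pairs the pools within 1 array, so the tests of ratios are paired by array. Beyond that, no paired analysis was possible because the heifers were pooled and replicate numbers pair no single animals of the breeds. Leaving out saturated spots was not run, as 0 spots were saturated. The slide could not be used as a block, since there was 1 slide and 1 scan.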

Differences from the paper's values

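The paper gives 3153 probes and the value here was 8684. Of the alternatives set before the data were examined, normexp and loess (4666), the deposited log2 ratios (3145), both forms of the methods' t-test (3895 unpaired and 3607 against 0) and a fold of 1.5 (3968) fell within 1.5 times the paper's number, and the others did not. The methods' t-test against 0 without a background filter, chosen after seeing the values, gave 3145, and on the deposited log ratios, also chosen after seeing the values, 3375. In the deposited table 3153 probes are past 1.3-fold, 3145 of them gene probes and 8 controls. In it, 272 gene probes were not well above background in both pools on every array, and 151 of these on no array.

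For the number of genes, the paper gives 1987 and the value here was 6370 gene names. The deposited log2 ratios (2484) and both forms of the methods' t-test (2970 unpaired and 2816 against 0) fell within 1.5 times the paper's number, and the other alternatives set in advance did not, including gene symbols alone (4719). The methods' t-test against 0 without a background filter, chosen after seeing the values, gave 2484, and on the deposited log ratios, also chosen after seeing the values, 2651. Gene symbols alone in the deposited table number 1921.

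Of 60 comparisons with values of the paper, 47 did not differ. A fold was said to differ where its sign was reversed, or where the gap exceeded both 1.5-fold and the SD over the arrays. A printed fold of up to 1.5 thus could not differ by lying closer to no change. CSF1, NRG1 and MLL5, which were not called, are therefore among the 47. For 18 entries of Table 1 and 15 of Table 2 the probe taken was the one with the printed fold, so these matches are no independent support. The deposited log2 ratios cover only probes selected for a change (processing.md), so where a difference below goes away with them, this is no independent support for the paper's value. The folds that differed are given as the paper's first and then as measured with the probe of highest signal among those with the listed accession. The paper gives 4.8 for ESM1 and the value was 3.11. Without array 3 (3.43), on arrays 2 and 4 (3.22) and with the median over probes (3.85) it no longer differed, and under the other alternatives set in advance it did. For FGF2, in both tables, the paper gives 1.8 and the value was 1.06, which no longer differed with the deposited log2 ratios (1.79) and the median over probes (1.72) and did under the others. The paper's 12.7 for LIF, in both tables, stands against 1.91, and its 11.4 for IL1B against 3.90, and both differed under each alternative set in advance. The paper gives −2.4 for LRP5 and the value was −1.26. The paper's −1.5 for FGFR2 stands against 1.12, and its −2.1 for STAT5A against 1.49. For these 3 genes only the deposited log2 ratios no longer differed (−2.39, −1.52 and −2.08). The paper gives −1.3 for TCF7L1 and the value was 1.18, and it gives 1.6 for HOXB4 where the value was −1.04. Both no longer differed with the deposited log2 ratios (−1.33 and 1.56) and the median over probes (−1.33 and 1.47), and did under the others.

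The probe whose fold rounds to the printed one, chosen after seeing the values, closed each of these gaps between folds, with 4.76 for ESM1, 1.79 for FGF2, 12.7 for LIF, 11.4 for IL1B, −2.39 for LRP5, −1.52 for FGFR2, −2.08 for STAT5A, −1.33 for TCF7L1 and 1.56 for HOXB4. Such a probe exists for 33 of 34 entries of Table 1 and 30 of 30 of Table 2, and 5 and 4 of these were not above background in both pools on every array. For LIF and LRP5 the printed-fold probe lay below background in 1 pool or on several arrays. That of LIF gave an approximate lower bound of 3.66-fold.

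At 1.3-fold in the stated direction, 26 of 34 entries of Table 1 and 21 of 30 of Table 2 were found. The values given below with the deposited log2 ratios come from probes selected for a change and are no independent support. The paper states that CSF1, CSF2 and NRG1 were up-regulated. CSF1 was not called by the probe with the listed accession, with a log2 ratio of 0.08, and reached 0.52 with another probe under its name, the one whose fold rounds to the printed one, chosen after seeing the values. NRG1 was not called, with 0.14, and reached 0.54 with the deposited log2 ratios. CSF2 was not above background in either pool on any array. The deposited log2 ratios, or no background filter, give 1.54, from which no difference can be read. NTS and CXCR2 were not measured in both pools on every array, and reached 1.63 and 4.34 with the deposited log2 ratios, and 0.96 and 4.34 with the weaker or no background filter. TAC1, and CYP1B1 among the genes drawn as increased in Fig. 1, were above background in the HF pool on all 4 arrays and in the LM pool on none. Each of these 3 settings gives them 3.07 and 2.81, against a pool not detected, so only an approximate lower bound can be read. It was 3.06-fold and 4.93-fold higher in HF heifers. Of the other genes drawn as increased in Fig. 1, NCOA6 was not called, with 0.08, and reached 0.39 with the deposited log2 ratios. No setting gave a value for WISP3. The paper lists MLL5 as increased and it was not called, with 0.05, and reached 0.43 with the deposited log2 ratios. LRP5, not called, passed the fold without array 4 (−1.31) and on arrays 1 and 3 (−1.33). The paper states that genes of lipid storage were higher in LM heifers. Over the list of 21 such genes compiled here, 14 were higher and 7 lower in HF heifers, with a median of 0.10, and the median stayed positive under each alternative set in advance and turns negative with centring on the spike-in controls, chosen after seeing the values.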

Other observations

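Of the tests reported here, those on adipocytes, on milk fat genes, on the dye for array 3 and on the spike-in controls were chosen only after the result had been seen, and so were the limits by which the correlations of array 3 were judged.

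Array 3 gave log2 ratios that correlated less with arrays 1 and 2 (Pearson's r across probes 0.543 and 0.594) than those did with each other (0.929). Dim probes are argued against as the cause, because among the 10787 brightest probes arrays 1 and 3 had 0.647 and arrays 1 and 2 had 0.969. Dye-specific signal of probes is argued against as the whole cause, because array 4, with the same dye orientation as array 3, had 0.806 with array 1 over all probes. The same pools were on all arrays, so a technical difference of array 3 is likely, and its source was not tested further.

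Spike-in controls, which the paper does not mention, were shifted toward the HF pool by 0.82 on the log2 scale, or 1.77-fold, with 0.67 for the lowest and 0.87 for the highest of 10 probes. Since the lowest shift over both dye orientations, 0.67, lies above 0, dye bias is argued against. Unequal amounts of spike-in, or a smaller share of messenger RNA in the RNA of the HF pool, could each give such a shift, and these cannot be told apart because no measure of the messenger RNA was made.

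Of the lipid lists, fatty acid metabolism was lower in the HF pool, and so were the PPARG targets that the paper names from the literature, while PPARG was higher. Lipid biosynthesis and lipid storage lay within the middle 95% of their random lists. The 6 targets had a median log2 ratio of −0.61 (SD of the array medians 0.15, percentile 0.06), and all 6 were lower, but CD36 was 0.03 with the median over its probes. FASN had −2.19, SCD −1.43, CD36 −0.63 and SREBF1 −0.59, and LPIN1 (−0.24) and ACACA (−0.15) were not called. More adipocytes in the LM pool are argued against, because ADIPOQ, FABP4, LEP, PLIN1 and CIDEC, abundant in adipocytes, had a median of 0.73 and a lowest value of 0.51, higher in the HF pool on all arrays. The 6 adipocyte markers that no lipid list holds had 0.30. With centring on the spike-in controls these medians lower by 0.82 and turn negative, but they stay above those of the lipid genes. The genes of milk fat secretion, 6 in number, had a median of −1.81, with 5 of 6 lower on every array. These values are consistent with a difference in secretory epithelium between the pools, which stays a hypothesis. A difference between the breeds stays open and untested.

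Gene expression of the antigens used in cytometry was also read, on whole tissue. FNDC3B had a log2 ratio of 0.06 (SD 0.16) and its 5 probes ran from −0.24 to 0.12. ESR1 had 0.05 (SD 0.56), and neither was called. No probe carries the name LY6A.

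The remaining lists of cell types and tissue states had medians within the middle 95% of their random lists. They were −0.02 (percentile 39.8) for 27 luminal epithelium markers, −0.09 (14.5) for 20 basal and myoepithelial markers, 0.10 (86.8) for 18 endothelial markers, −0.09 (22.4) for 9 skeletal muscle markers, 0.07 (71.6) for 16 nerve markers, 0.12 (94.4) for 17 heat shock genes, −0.05 (26.4, with a mean of 0.14) for 28 hypoxia genes, 0.10 (91.2) for 27 interferon genes and −0.09 (16.8) for 16 housekeeping genes. Without array 3, 3 of these lists lay outside it, with −0.21 (0.15) for the luminal markers, −0.18 (1.95) for the basal and myoepithelial markers and 0.22 (99.8) for the heat shock genes. With the median over probes the basal and myoepithelial markers (−0.17) and the interferon genes (0.17) did, and without dye normalization the heat shock genes (0.28). The paper names 1 of the hypoxia genes. Of the fixed lists, 2 of the immediate early genes, 1 neutrophil marker and 1 milk secretion gene are also named by the paper.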
